# Multi-omic Analysis of Human B-cell Activation Reveals a Key Lysosomal BCAT1 Role in mTOR Hyperactivation by B-cell receptor and TLR9

**DOI:** 10.21203/rs.3.rs-4413958/v1

**Published:** 2024-05-30

**Authors:** Benjamin Gewurz, Rui Guo, Matthew Lim, Hardik Shah, Joao Paulo, Yuchen Zhang, Haopeng Yang, Liang Wei Wang, Daniel Strebinger, Nicolas Smith, Meng Li, Merrin Leong, Michael Lutchenkov, Jin-Hua Liang, Zhixuan Li, Yin Wang, Rishi Puri, Ari Melnick, Michael Green, John Asara, Adonia Papathanassiu, Steven Gygi, Vamsi Mootha

**Keywords:** immunometabolism, branched chain amino acid metabolism, mTOR, reductive stress, branched chain ketoacid, immune checkpoint, pathogen-associated molecular pattern, B-cell receptor, antigenic stimulation, cytokine stimulation, T-cell independent immune response, diffuse large B-cell lymphoma

## Abstract

B-lymphocytes play major adaptive immune roles, producing antibody and driving T-cell responses. However, how immunometabolism networks support B-cell activation and differentiation in response to distinct receptor stimuli remains incompletely understood. To gain insights, we systematically investigated acute primary human B-cell transcriptional, translational and metabolomic responses to B-cell receptor (BCR), Toll-like receptor 9 (TLR9), CD40-ligand (CD40L), interleukin-4 (IL4) or combinations thereof. T-independent BCR/TLR9 co-stimulation, which drives malignant and autoimmune B-cell states, jointly induced PD-L1 plasma membrane expression, supported by NAD metabolism and oxidative phosphorylation. BCR/TLR9 also highly induced the transaminase BCAT1, which localized to lysosomal membranes to support branched chain amino acid synthesis and mTORC1 hyperactivation. BCAT1 inhibition blunted BCR/TLR9, but not CD40L/IL4-triggered B-cell proliferation, IL10 expression and BCR/TLR pathway-driven lymphoma xenograft outgrowth. These results provide a valuable resource, reveal receptor-mediated immunometabolism remodeling to support key B-cell phenotypes including PD-L1 checkpoint signaling, and identify BCAT1 as a novel B-cell therapeutic target.

## Introduction

B-cells decode a multitude of membrane receptor stimuli to decide whether and how to respond to myriad innate and adaptive immune stimuli. Collective B lymphocyte responses to receptor signals drive humoral and cell-mediated immune responses, but also underlie autoimmune and B-cell lymphoma disease states. In addition to their obligatory role in humoral immunity, B-cells also carry out major immune functions, including the initiation of T-cell responses, immune homeostasis and as a driver of tumor responses to checkpoint blockade^1, 2^. Yet, much remains to be learned about how human B-cell immunometabolism response to distinct T-cell dependent versus T-cell independent signals, received either alone or in combination, drive rapid immune responses.

B-cells recognize a remarkable range of antigens via the cell surface B-cell receptor (BCR), comprised of immunoglobulin heavy and light chains and associated CD79a/Iga and CD79b/Igb signaling chains. Following BCR activation, immunogens are internalized and processed in lysosomes, where peptide antigens are presented via major histocompatibility complex class II molecules to CD4+ T-cells. In turn, activated CD4+ T-cells can then provide crucial second signals to drive B-cell activation, and two signals are generally needed to drive B-cell proliferation^2^. These include CD40-ligand (CD40L/CD154) and interleukin-4 (IL4)^3^. CD40L trimers activate cognate B-cell plasma membrane CD40 receptors, which stimulate NF-kB, MAP kinase and AKT/PI3K pathways^4, 5^, whereas the IL4-receptor (IL4R) stimulates JAK/STAT pathways to drive B-cell activation and differentiation^6^. T-cell CD40L and cytokine cues are critical for major B-cell activities, including germinal center formation, class-switch recombination and somatic hypermutation. Receipt of multiple activating signals rescues B-cells from death^7^ and induces rapid B-cell proliferation, which serves to expand the pool of antigen-specific B-cells, supports B-cell differentiation and the formation of germinal centers.

B-cells can also be activated by innate immune signals, including pathogen associated molecular patterns (PAMP) that are recognized by Toll-like receptors (TLR). TLR9 recognizes unmethylated CpG dinucleotides within endosomal compartments, where it then signals through the adaptor protein MyD88 to activate interleukin-1 receptor associated kinases (IRAK) 1 and 4 to activate NF-kB, MAPK and interferon regulatory factor pathways^8–13^. PAMPs provide the adaptive immune system with an additional layer of self/non-self discrimination^14, 15^. TLR9 signaling, together with BCR stimulation, drives type 1 T-independent responses^2^. By contrast, certain highly multivalent antigens trigger type 2 T-independent responses^16^. However, TLR9 can downmodulate antigen presentation and disrupt affinity maturation downstream of BCR engagement^17^. TLR9/BCR co-activation drives the formation of the internalized MyD88-TLR9-BCR (My-T-BCR) complex, which hyperactivates mTOR from late endosomes^18^. It remains to be characterized how My-T-BCR intersects with nutrient sensing pathways that control mTOR activity. Gain-of-function CD79 and MyD88 mutations hyper-activate BCR/TLR9 signaling in several types of lymphoma, including the diffuse large B-cell lymphoma (DLBCL) MCD subtype^19–21^. MCD DLBCL are aggressive and typically have inferior clinical outcomes, highlighting the need for novel therapeutic approaches^20^. TLR signaling also plays key roles in B-cell autoimmune responses, including in systemic lupus erythematosus^8, 22, 23^. Interestingly, although TLR9 promotes loss of tolerance to DNA in lupus, it is protective against systemic lupus erythematosus through MyD88 independent roles^24, 25^.

An open question is how immunometabolism networks support B-cell activation, differentiation, rapid proliferation and humoral responses to distinct stimuli. Whereas resting primary human B-cells have low basal metabolism^26^, B-cells rapidly remodel metabolism pathways in response to receptor stimuli^7, 27, 28^. For example, human B-cells rapidly increase oxidative phosphorylation (OXPHOS) and glycolysis in response to BCR stimulation, but are unable to sustain this in the absence of T-cell help or TLR9 co-stimulation^7^. IL4 co-stimulates B-cell responses, in part through increasing the abundance of α-ketoglutarate (αKG), a key TCA intermediate and anaplerotic substrate^29^.

To gain insights into *ex vivo* primary human B-cell responses, we leveraged bulk transcriptomic, proteomic and metabolomic approaches to characterize responses to nine major routes of immune receptor stimulation. BCR/TLR9 jointly induced PD-L1 plasma membrane expression through effects at the transcriptional and post-translational levels in a manner dependent on NAD metabolism and oxidative phosphorylation. BCR/TLR9 co-activation also highly induced the enzyme BCAT1 and drove its lysosomal subcellular localization, where it synthesized branched chain amino acids to support mTOR hyper-activation critical for primary B-cell growth and survival. A BCAT1 antagonist diminished outgrowth of BCR/TLR9-driven lymphomas *in vivo*, including a patient derived xenograft.

## Results

### Multi-omic profiling of differential primary human B-cell responses to immune receptor stimuli

To systematically investigate acute primary human B-cell transcriptional, translational and metabolomic responses to key T-cell dependent vs T-cell independent receptor cues, peripheral blood CD19+ cells were purified by negative selection. We modeled responses to key T cell independent stimuli by anti-immunoglobulin cross-linking to drive BCR signaling and/or with the TLR9 activating PAMP CpG oligonucleotide. To model responses to key T-dependent stimuli, B-cells were instead stimulated with trimeric CD40 ligand (CD40L) and/or interleukin-4 (IL4) (Fig. 1A–B). We also activated B-cells with CD40L + CpG to model bystander B-cell activation or with CD40L + aIgM ± IL4 to model antigen receptor stimulation with T-cell help. We profiled cells at 24 hours post stimulation, a timepoint prior to the first mitotic division, in order to facilitate cross-comparison with the basal unstimulated state. Indicative of distinct biological outcomes, B-cells exhibited markedly different morphological in response to these stimuli. For instance, B-cells stimulated by αIgM+CpG appeared larger but formed smaller aggregates by comparison with cells stimulated by T-dependent signals (Extended data Fig. S1A).

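RNA was sequenced from primary human B-cells kept for 24 h without a stimulus or with 1 of 9 stimuli, in 3 replicates per condition, which gives 30 libraries. CD40L, the T-cell ligand of CD40, was used at 50 ng/ml, the TLR9 agonist CpG at 0.5 μM and the cytokine IL4 at 20 ng/ml. For αIgM, the antibody that crosslinks the B-cell receptor (BCR), the methods give 1 μg/ml and the legend of Fig. 1 gives 1 mg/ml. The paper calls the cells CD19+ B-cells of peripheral blood and the deposited labels call them naïve B-cells. The RNA input is 1000 ng in the paper and 500 ng in the labels. Reads were aligned by the authors with STAR and counted per gene with featureCounts. The deposited values are normalized counts, a signal on the scale of reads that the authors had already scaled between libraries. Library totals ran from a median of 9960128 normalized counts in unstimulated cells to 13238347 with CD40L+αIgM+IL4, and of the low values between 51.4% and 63.3% per library were whole multiples of 1 step, within 0.01 of a step. Since whole reads were not recovered, each pair of conditions was compared with limma on log2(value + 1) for genes with a summed value of at least 5, and p values were adjusted by the Benjamini-Hochberg method. A gene counts as a differentially expressed gene (DEG) at p under 0.01 and a fold change over 2, the thresholds in the legend of Fig. 1F. Single genes are called at an adjusted p under 0.05. The paper states that in each experiment cells of 3 donors were isolated and treated separately. Over 2555 genes with a mean of at least 1000 normalized counts, the median SD between replicates was between 3.91% and 5.52% of the mean, depending on the condition. Whether this spread holds differences between donors is not known here. Transcripts of the T-cell genes CD3E, CD2 and CD8B were at 0 in every library, and others were low, with CD3G at 6.38 ± 2.15, CD8A at 4.27 ± 2.27 and IL7R at 21.2 ± 10.1 normalized counts in unstimulated cells and highest means of 7.69 for CD3G, 15.6 for CD8A and 97.5 for IL7R. The monocyte gene LYZ stood at 34.8 ± 3.82 (SD, n = 3) and the natural killer cell gene KLRD1 at 46.2 ± 14.6 normalized counts in unstimulated cells. Some markers were higher there, with the platelet gene ITGB3 at 422 ± 11 and the plasmacytoid dendritic cell genes IL3RA at 488 ± 17.6 and SERPINF1 at 140 ± 7.06. The dendritic cell gene CD1C had 166 ± 26.3 and reached a mean of 3030 with CD40L+αIgM+IL4, while FCER1A, CLEC10A and CLEC9A of these cells were at 0.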

In order to systematically investigate how individual vs combinatorial stimuli altered B-cell expression and immunometabolism networks, we conducted parallel RNA-based sequencing (RNA-seq), tandem-mass-tag mass spectrometry proteomic and polar metabolite liquid chromatography/mass spectrometry (LC/MS) profiling across all 10 conditions (Supplemental Table S1). 

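In a principal component analysis of the 500 genes with the largest variance, each of the 30 libraries had a library of its own condition as nearest neighbor by distance over these genes. The first component held 41.5% of the variance and the second 18.7%. Unstimulated cells lay lowest on the first component, at a mean of -50.3 (lowest -51.3, highest -49.7, n = 3), and αIgM alone and IL4 alone followed at -36.9 and -36.8. CpG alone reached 1.8 and CD40L alone 13.3. Over the 500 genes on a log2(value + 2) scale, not in the plane of the 2 components, the largest distance between replicates of 1 condition was 41.3 and the smallest between libraries of different conditions was 37.3. With a pseudocount of 0.25, chosen after seeing the data, 26 of the 30 libraries had a nearest neighbor of their own condition.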

Principle component analysis (PCA) analysis yielded triplicates that closely clustered together from each condition, indicating a high level of reproducibility across conditions and human donors (Fig. 1C–E). Notably, transcriptomic responses to T-dependent stimuli modeled by CD40L + IL4 ± aIgM clustered oppositely from responses to T-independent αIgM+CpG (Fig. 1C).

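On the second component, the conditions with IL4 had the highest means, with 29.8 for CD40L+IL4, 26.4 for IL4 alone and 24.2 for CD40L+αIgM+IL4. Those with CpG had the lowest, with -25.8 for αIgM+CpG, -21.3 for CpG alone and -18.4 for CD40L+CpG. CD40L+αIgM lay between them at -7.1, CD40L at -2.9, αIgM at -5.1 and unstimulated cells at 0.1. The 3 libraries of CD40L+IL4 spanned 29.1 to 30.2 and those of αIgM+CpG -27.4 to -23.7, a spread far smaller than the distance between both groups. On the first component, CD40L+IL4 had a mean of 29.1 and αIgM+CpG of 13.6.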

We next cross-compared differentially expressed genes (DEGs), differentially expressed proteins (DEPs) and differentially expressed metabolites (DEMs) across the 10 conditions to broadly characterize stimulus-specific B-cells responses. 

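Of 25 NF-κB targets, CD40L alone raised 24, CpG alone 21, αIgM alone 13 and IL4 alone 12 at an adjusted p under 0.05 from limma. Adjusted over the list alone, these counts were 24, 21, 17 and 14. All 24 genes of cholesterol synthesis rose with CD40L and with CpG, 22 with αIgM (23 adjusted over the list alone) and 8 with IL4 (9). Among 31 MYC targets of ribosome biogenesis, 31 rose with CD40L, 30 with CpG, 26 with αIgM and 2 with IL4, and adjusted over the list alone 31, 30, 29 and 2 rose. IL4 raised 11 of 11 targets of IL4 and its transcription factor STAT6, at a median log2 fold change of 2.88, and CD40L raised 8 of them, CpG 6 and αIgM 4, with 11, 8, 6 and 5 when adjusted over the list alone. Over all genes, CD40L gave 2241 DEGs higher and 2779 lower than unstimulated cells, CpG 1888 and 2240, αIgM 633 and 480, and IL4 632 and 514. The scaling between libraries moves the balance of directions. With values scaled to equal library totals, the higher and lower DEGs were 1481 and 4043 for CD40L, 1346 and 2993 for CpG, 496 and 597 for αIgM, and 616 and 528 for IL4.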

Response magnitude was generally higher at the transcriptomic than proteomic level at this early timepoint, with CD40L or CpG stimulation eliciting larger numbers of DEGs than stimulation by either aIgM or IL4 alone (Fig. 1F, Extended Data 1B). 

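The 31 proteasome subunit genes, whose products degrade tagged proteins, all rose with each of the 5 combinations (31 adjusted over the list alone), at median log2 fold changes between 1.44 with CD40L+CpG and 1.75 with αIgM+CpG. The proliferation marker MKI67 was at 0 in every unstimulated library, so no fold change is given, and stood at 195 ± 71.9 normalized counts with αIgM+CpG, 125 ± 29.4 with CD40L+CpG, 40.7 ± 34.6 with CD40L+αIgM+IL4, 26.6 ± 18.2 with CD40L+IL4 and 23.6 ± 0.576 with CD40L+αIgM (SD, n = 3). DEGs higher and lower than in unstimulated cells numbered 2418 and 2804 for CD40L+αIgM, 2642 and 3177 for CD40L+IL4, 2597 and 3291 for CD40L+CpG, 3190 and 3600 for CD40L+αIgM+IL4, and 2885 and 3301 for αIgM+CpG. Scaled to equal library totals, they were 1654 and 4214, 1663 and 4737, 1674 and 4843, 1988 and 5644, and 1930 and 4869, in the same order. With TMM, another scaling and chosen after seeing the data, CD40L+αIgM+IL4 had 3499 higher and 3332 lower. For CD40L+αIgM and for αIgM+CpG, higher DEGs were more numerous without any 1 of the unstimulated libraries.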

Interestingly, similar numbers of DEGs were observed in response to CD40L, CpG and to the combinatorial stimuli tested, suggesting dominant effects of these ligands. 

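Genes called with all 5 combinations included CCND2, which encodes the G1 cyclin D2. It rose from 184 ± 15.1 normalized counts (SD, n = 3) in unstimulated cells to 7028 ± 194 with αIgM+CpG and 4119 ± 323 with CD40L+IL4. BATF, a transcription factor of class switching, rose from 53.8 ± 8.35 to 1963 ± 96.9 and 871 ± 73.7. The chemokine receptor CXCR4, which holds B-cells in the dark zone of germinal centers, fell from 21640 ± 376 to 582 ± 15.2 and 842 ± 48.7. For CXCR4 the log2 fold changes were -5.22 (SE 0.04, adjusted p = 1.53e-09) and -4.68 (SE 0.05, adjusted p = 2.38e-09) from limma. Over 21684 genes tested in every combination, 2903 were DEGs in all 5, of which 1380 were higher each time, 1518 lower each time and the rest of mixed direction. Independent lists of these sizes would share 0.541 higher and 1.58 lower genes. Because the same 3 unstimulated libraries serve all 5 comparisons, part of the overlap may come from shared controls. In 20 simulations of unchanged groups set against the same controls, the median overlap was 0 and the highest 0. Those groups were drawn around the mean of the same 3 libraries, so an overlap from shared controls could hardly arise there. How much of the overlap comes from the controls therefore stays open.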

Combinatorial stimulation differentially regulated a large gene set, with 1,077 DEGs overlapping across all five combinatorial stimulation groups, despite these varying by the degree of T-dependent vs T-independent signaling (Extended Data Fig. 1C).

Despite a degree of overlap, we nonetheless observed that each of the 9 stimulation conditions most dynamically regulated a small set of genes often implicated in B-cell biology, most of which were upregulated (Extended Data Fig. 2). These included well-characterized T cell-dependent genes upregulated by CD40/IL4, including *AICDA*, which encodes the enzyme AID, and XBP1, which stimulates plasma cell differentiation^30^. 

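With αIgM+CpG, the largest rises over unstimulated cells among well-expressed genes included the cytokine IL6 (log2 fold change 6.81), the collagen-binding integrin ITGA1 (6.03), the chemokine CCL3 (5.44), the transcription factor HNF1B (5.14) and the galectin LGALS3 (5.08). LGALS3 went from 68.5 ± 14.3 to 2315 ± 157 normalized counts (SD, n = 3). CCL4L2 was also among them at 4.83, and CCL3 and CCL4L2 have near-identical gene copies that may share reads. The fold changes of MATR3 and the ribosomal RNA gene RNA5-8SN2 were in the same range, but their replicates varied as much as their means, with 178 ± 301 for MATR3 in unstimulated cells and 21060 ± 18380 for RNA5-8SN2 with αIgM+CpG, and both calls were lost when some of the single libraries were left out. The largest falls were those of MEGF6 (-6.38), the noncoding gene TCL6 (-5.81), the dipeptidase DPEP2 (-5.79), the phosphodiesterase PDE3B (-5.78), BAIAP3 (-5.74), TTC21A (-5.55), the DNA glycosylase NEIL1 (-5.42), CXCR4 (-5.22), the pro-apoptotic gene HRK (-5.12) and the fructose transporter SLC2A5 (-5.08). With CD40L+IL4, TFPI2, an inhibitor of coagulation proteases, rose from 16.2 ± 6.78 to 4986 ± 119 and the actin-bundling FSCN1 from 8.87 ± 0.922 to 1815 ± 83.1. The cytokine signaling inhibitor CISH (6.52), the clock transcription factor ARNTL2 (7.30), SEMA4C (6.98), the prostacyclin receptor PTGIR (6.62) and the ERK phosphatase DUSP6 (6.53) followed. S1PR1, the receptor by which lymphocytes leave lymphoid tissue, fell from 3454 ± 67.4 to 61.7 ± 9.66. TCP11L2 (-5.86), ACSM3 (-5.54), ABLIM2 (-5.46), FAM111B (-5.38) and the adhesion molecule PECAM1 (-5.22) also fell. Each gene named was past an adjusted p of 0.05 from limma, the weakest being MATR3 (adjusted p = 0.0307).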

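AICDA, whose product AID deaminates cytosines in immunoglobulin genes, stood at 13.0 ± 6.94 normalized counts in unstimulated cells and at 210.1 ± 133 with CD40L+IL4 (SD, n = 3). Its replicates spread widely in that condition, and the log2 fold change was 3.84 (SE 0.49, adjusted p = 0.000365) from limma. CD40L+αIgM+IL4 gave 175 ± 24.8. The transcription factor XBP1, a regulator of the secretory apparatus, rose from 264 ± 40.2 to 6175 ± 77.2, with a log2 fold change of 4.55 (SE 0.10, adjusted p = 4.38e-08). It reached 4165 ± 24.3 with CD40L+αIgM+IL4, 1134 ± 36.9 with αIgM+CpG and 1832 ± 38.2 with IL4 alone.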

Interestingly, IL4 stimulation alone most highly induced the transcriptional repressor BCL6, which is critical for germinal center formation and for preventing premature B-cell activation and differentiation^31, 32^ (Extended Data Fig. 2). By contrast, T-cell-independent αIgM + CpG co-stimulation selectively induced a wider range of targets, including the *de novo* nicotinamide adenine dinucleotide biosynthetic enzyme NAMPT and the neutral amino acid transporter SLC7A5 (Extended Data Fig. 2). 

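BCL6 was at 739.7 ± 90.4 normalized counts in unstimulated cells and at 3627 ± 168 with IL4 (SD, n = 3), its highest mean among the 10 conditions. The log2 fold change was 2.30 (SE 0.09, adjusted p = 2.21e-06) from limma. With CD40L+IL4 it stood at 1520 ± 101, with CpG at 1080 ± 94.7, with CD40L at 639 ± 62.6 and with αIgM+CpG at 707 ± 123.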

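NAMPT, which makes nicotinamide mononucleotide from nicotinamide, rose from 700.1 ± 29.4 normalized counts in unstimulated cells to 4088 ± 319 with αIgM+CpG (SD, n = 3; log2 fold change 2.54, SE 0.07, adjusted p = 1.36e-07, limma). CD40L+αIgM+IL4 gave the next highest mean, 2831 ± 62.9, ahead of CpG alone with 2607 ± 122 and CD40L+IL4 with 1850 ± 50.9. SLC7A5, which imports leucine and other large neutral amino acids, went from 787 ± 3.98 to 5211 ± 147 (log2 fold change 2.73, SE 0.05, adjusted p = 2.39e-08). Its gene lies on chromosome 16 of GRCh37 from 87863629 to 87903113 on the minus strand. CpG alone gave 2121 ± 59.6, αIgM alone 1100 ± 35.0 and CD40L alone 2585 ± 161. In both genes every αIgM+CpG library lay above every library of the other 9 conditions.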

CpG alone, but to a greater extent αIgM + CpG highly induced *PRDM1*, which encodes BLIMP1, the master regulator of antibody secreting cell differentiation. 

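PRDM1, on chromosome 6 of GRCh37 from 106441338 to 106557814, stood at 68.7 ± 32.2 normalized counts in unstimulated cells (SD, n = 3), 315 ± 54.7 with CpG and 459.8 ± 49.0 with αIgM+CpG. Against unstimulated cells the log2 fold change was 2.30 (SE 0.36, adjusted p = 0.00138) with CpG and 2.85 (SE 0.35, adjusted p = 0.00031) with αIgM+CpG, both from limma. αIgM alone left it at 27.1 ± 7.03, IL4 alone at 23.3 ± 7.83 and CD40L+CpG at 113 ± 16.8. αIgM+CpG against CpG alone gave a log2 fold change of 0.55 (SE 0.14, adjusted p = 0.0362). That difference did not pass with equal library totals (log2 fold change 0.41, adjusted p = 0.089), nor with all 10 groups in 1 model (adjusted p = 0.313), nor in 5 of the 6 fits that left out 1 library (adjusted p from 0.0511 to 0.117).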

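Of 31 MYC targets of ribosome biogenesis, 18 were higher with αIgM+CpG than with CD40L+IL4 and the other 13 did not pass at an adjusted p under 0.05 from limma (18 adjusted over the list alone). SRM, which makes spermidine, had a log2 fold change of 0.50, and the nucleolar proteins NOP56 and LYAR had 0.54 and 0.58. As a group, these targets ranked above the other genes (camera, adjusted p = 0.000558, and 0.057 with an estimated correlation). Among 58 mTORC1-responsive genes, 26 were higher and 19 lower (30 and 22 adjusted over the list alone). The ribonucleotide reductase subunit RRM2 was higher by 4.55, whereas XBP1 had -2.45 and the transcriptional repressor BHLHE40 -4.98. The mTORC1-responsive list as a whole did not pass for a shift in 1 direction against the other genes (camera, adjusted p = 0.387). That test does not count changes in both directions. Both stimuli raised most of this list over unstimulated cells, 51 genes with αIgM+CpG and 50 with CD40L+IL4 (51 and 52 adjusted over the list alone), at medians of 2.13 and 1.74 on the log2 scale. Proteasome genes were also higher with αIgM+CpG, 18 of 31 (21 adjusted over the list alone), among them PSMA3 at 0.60.

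**Figure D1:**
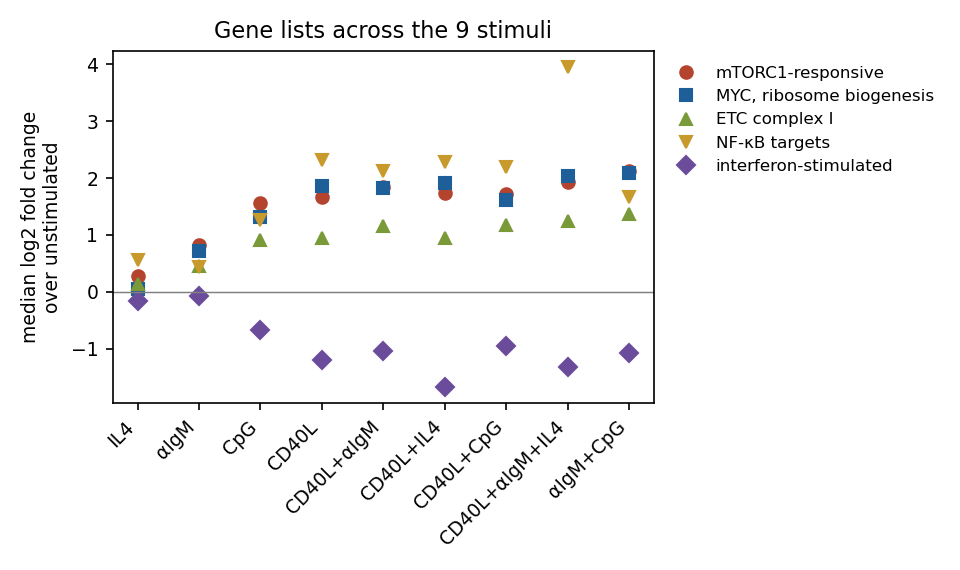
Median log2 fold change over unstimulated cells of 5 gene lists (mTORC1-responsive genes, MYC targets of ribosome biogenesis, ETC complex I, NF-κB targets and interferon-stimulated genes) for each of the 9 stimuli, from 3 replicates each. The mTORC1-responsive list has a median of 2.13 with αIgM+CpG and 1.74 with CD40L+IL4.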

Gene Set Enrichment Analysis (GSEA)^33^ highlighted that αIgM + CpG stimuli more strongly induced mTORC1 signaling, MYC targets, and OXPHOS (Group 9, Fig. 1G–H), suggesting that T-independent stimulation may preferentially upregulate these key immunometabolic pathways. By contrast, CD40L+IL4 or CD40L+IL4+αIgM stimulation more strongly induced TNFα, IL-2/STAT5, and Interferon γ signaling, (Group 7, Fig. 1G and I). These gene sets included transcription factors, metabolic enzymes, and cell surface receptors with critical roles in B-cell adhesion, activation, survival and antigen presentation (Fig. 1H), highlighting multiple-levels of T/B-cell crosstalk.

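NF-κB targets stood lower with αIgM+CpG than with CD40L+IL4 in 17 of 25 genes and higher in 4 (17 and 4 adjusted over the list alone). The TNF-induced gene TNFAIP2 differed by -8.43 on the log2 scale, the early response gene IER3 by -5.88 and ICAM1, listed there too, by less. The list ranked below the other genes (camera, adjusted p = 3.35e-07, and 0.0524 with an estimated correlation). All 11 targets of IL4 and STAT6 were lower with αIgM+CpG at a median of -4.99 (11 adjusted over the list alone; camera, adjusted p = 6.23e-16), among them IL13RA1 at -5.45, a receptor chain for IL4 and IL13. Of 17 immediate early genes, 11 were lower and 3 higher (12 and 3 adjusted over the list alone), with -2.43 for JUN and 3.55 for EGR3. Interferon-stimulated genes went the other way, with 16 of 33 higher with αIgM+CpG and 3 lower (20 and 4 adjusted over the list alone). Among those were the antiviral IFI44 (2.21) and the interferon-γ-induced GTPase GBP2, which had a log2 fold change of 1.95 (SE 0.13, adjusted p = 2.37e-05) from limma. The plasmacytoid dendritic cell marker LILRA4 was higher with αIgM+CpG by 3.34 and IL3RA, another marker of these cells, lower at -2.50. The interferon list passed with the preset correlation only (camera, adjusted p = 5.77e-05, and 0.0524 with an estimated correlation).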

To gain further insights into B-cell responses to T-dependent vs T-independent stimuli, we next directly cross-compared the CD40L+IL4 versus αIgM+CpG conditions. 

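CCL17, on chromosome 16 of GRCh37 from 57438679 to 57449975, stood at 32430 ± 819.8 normalized counts with CD40L+IL4 and at 5.11 ± 0.411 with αIgM+CpG (SD, n = 3), close to the 6.66 ± 3.85 of unstimulated cells. The log2 fold change of αIgM+CpG against CD40L+IL4 was -12.38 (SE 0.09, adjusted p = 1.87e-10) from limma. CCL22, which signals through the same receptor CCR4, stood at 103600 ± 148 and 2697 ± 62.0, against 5766 ± 103 in unstimulated cells, and its log2 fold change was -5.26 (SE 0.03, adjusted p = 2.83e-11). CD40L+αIgM+IL4 gave 154000 ± 3639 for CCL22 and 29450 ± 861 for CCL17. Over all genes, 969 DEGs were higher with αIgM+CpG and 1002 were higher with CD40L+IL4. Which side was larger depended on the setting, with 1000 and 964 at equal library totals and 2903 and 2233 at an adjusted p under 0.05 alone (limma).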

Volcano plot analysis highlighted CD40L+IL4 induction of mRNAs encoding the T-cell chemoattractant chemokines CCL17 and CCL22, exemplifying B/T cells cross-communication even at the early 24 hour timepoint. 

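FAS, the death receptor, had 61.0 ± 10.3 normalized counts with αIgM+CpG and 1764 ± 95.4 with CD40L+IL4 (SD, n = 3), a log2 fold change of -4.84 (SE 0.14, adjusted p = 3.79e-07) from limma. The adhesion molecule ICAM1, a ligand of LFA-1, had 332 ± 26.2 and 4221 ± 212 (log2 fold change -3.67, SE 0.08, adjusted p = 9.97e-08). FCER2, the low-affinity IgE receptor, had 892 ± 20.2 and 44360 ± 1140 (log2 fold change -5.64, SE 0.04, adjusted p = 1.23e-10), against 134 ± 3.25 in unstimulated cells. Also higher with CD40L+IL4 were the vitamin D receptor VDR (log2 fold change -5.78), the IL25 receptor IL17RB (-6.57) and PPP1R14A (-5.88).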

Transcripts encoding multiple cell B-cell surface proteins were likewise more highly induced by T-dependent signaling, including FAS, ICAM-1 and CD23/FCER2. By contrast, αIgM+CpG more highly upregulated CD274 which encodes the immune checkpoint regulator PD-L1 (Fig. 1J). 

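CD274 lies on chromosome 9 of GRCh37 from 5450503 to 5470566 on the plus strand. Its transcript stood at 1133 ± 76.2 normalized counts with αIgM+CpG, 82.0 ± 18.8 with CD40L+IL4 and 93.8 ± 33.1 in unstimulated cells (SD, n = 3). The log2 fold change of αIgM+CpG against CD40L+IL4 was 3.80 (SE 0.18, adjusted p = 3.4e-06) from limma, and against unstimulated cells 3.63 (SE 0.22, adjusted p = 5.7e-06). Other surface and secreted proteins were further up with αIgM+CpG than CD274, among them the IL2 and IL15 receptor chain IL2RB, from 15.5 ± 7.95 to 744 ± 21.9, the carboxypeptidase CPM (5.33), the orphan receptor GPR160 (5.00), the endosomal exonuclease PLD4 (4.93) and the costimulatory receptor CD226, from 27.5 ± 13.8 to 521 ± 19.3. The metal-binding MT2A (4.12), the DNA repair protein HMCES (4.33) and MACC1 (4.86) were also further up.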

On the protein level, CD40L+IL4 more strongly upregulated the anti-apoptotic proteins CFLAR/cFLIP and BCL2L1/Bcl-xL, even at this early timepoint, whereas αIgM+CpG more highly induced CLEC2D, the lectin receptor for the natural killer inhibitor receptor KLRB1. Taken together with effects on PD-L1, this result suggests that T-independent stimulation may down-modulate key cellular immune responses. 

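DHFR, which makes tetrahydrofolate, had 447 ± 64.6 normalized counts with αIgM+CpG and 214 ± 50.1 with CD40L+IL4 (SD, n = 3), a log2 fold change of 1.08 (SE 0.19, adjusted p = 0.00446) from limma. CpG alone gave 439 ± 18.9. SLC7A5 was at 2072 ± 83.5 with CD40L+IL4, and the αIgM+CpG mean stood above it by a log2 fold change of 1.33 (SE 0.05, adjusted p = 9.82e-07). For BCAT1, the cytosolic transaminase of leucine, isoleucine and valine, the log2 fold change was 2.44 (SE 0.10, adjusted p = 1.45e-06). Neighboring genes of these pathways were mixed. PHGDH, the first enzyme of serine synthesis, was lower with αIgM+CpG at -1.34, and of 14 genes of serine and one-carbon metabolism 6 were higher and 3 lower (9 and 3 adjusted over the list alone). Of 14 amino acid transporters, 1 was higher, SLC7A5 itself, and 5 were lower (3 and 5 adjusted over the list alone), with SLC36A4 at -0.91.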

Suggestive also of key T-independent effects on B-cell immunometabolism, αIgM+CpG also more highly induced dihydrofolate reductase (DHFR), the neutral amino acid transporter SLC7A5 and branched chain amino acid transaminase 1 (BCAT1), which are key regulators of folate, amino acid and branched chain amino acid metabolism, respectively (Fig. 1J–K).

### BCR and TLR9 co-activation hyperactivates key B-cell immunometabolism pathways

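LDHA, which converts pyruvate to lactate, rose over unstimulated cells by a log2 fold change of 3.29 with αIgM+CpG and 2.46 with CD40L+IL4, and the hexokinase HK2 by 2.52 and 2.77. The purine enzyme PAICS rose by 3.22 and 2.73, the fatty acid synthase FASN by 4.09 and 4.62, and thioredoxin TXN by 3.86 and 3.71. Of 21 glycolysis genes, 16 rose with αIgM+CpG and 16 with CD40L+IL4 at an adjusted p under 0.05 from limma (16 and 17 adjusted over the list alone), and 5 and 3 fell. For 17 TCA cycle genes these counts were 16 and 16 (16 and 16), for 24 cholesterol synthesis genes 24 and 23 (24 and 23), and for 13 fatty acid synthesis genes 12 and 13 (12 and 13). Of 14 purine synthesis genes, 13 and 11 rose (14 and 11 adjusted over the list alone), and of 13 genes of glutathione and NADPH, 12 and 11 (12 and 11). The tRNA synthetases rose in 19 and 19 of 20 genes (19 and 19). ATF4 targets, which respond to amino acid shortage, rose in 12 of 16 genes with αIgM+CpG and 13 of 15 with CD40L+IL4 (12 and 13). Each of these lists ranked above the other genes with both stimuli, with a preset and with an estimated correlation (camera, adjusted p under 0.05).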

To gain further insights into how T-dependent vs independent stimuli impact primary B-cell immunometabolism, we next analyzed metabolic gene responses, using a curated gene set^34^. αIgM+CpG and CD40/IL4 similarly induced multiple metabolic pathways, albeit to varying degrees, indicating responses to somewhat overlapping metabolic demands (Fig. 2A). Yet, large clusters of metabolic genes were more highly induced by αIgM+CpG than by CD40L + IL4 (Extended Data Fig. **3A**). 

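IDH3A, a subunit of the NAD-dependent isocitrate dehydrogenase, was higher with αIgM+CpG than with CD40L+IL4 by a log2 fold change of 1.00 (SE 0.16, adjusted p = 0.00277) from limma, and IDH2 by 0.82. DLST, of the 2-oxoglutarate dehydrogenase complex, was lower. Of 17 TCA cycle genes, 9 were higher and 1 was lower (11 and 1 adjusted over the list alone; camera, adjusted p = 0.00212, and 0.104 with an estimated correlation). The thymidylate synthase TYMS (2.71), the thymidine kinase TK1 (2.70) and DHODH, the mitochondrial step of uridine synthesis (1.16), were among 6 of 11 pyrimidine synthesis genes that were higher, and the other 5 did not pass (8 higher adjusted over the list alone; camera, adjusted p = 0.00118, and 0.078 with an estimated correlation). Lipid synthesis went the other way. The desaturases FADS1 (-1.54) and FADS2 (-1.66) and the cholesterol enzymes DHCR7 (-0.97) and MSMO1 (-0.81) were lower with αIgM+CpG. Of 24 cholesterol synthesis genes, 14 were lower and 1 was higher (17 and 1 adjusted over the list alone; camera, adjusted p = 7.5e-05, and 0.104 with an estimated correlation). Of 13 fatty acid synthesis genes, 7 were lower and 1, the elongase ELOVL6 at 2.40, was higher (8 and 1 adjusted over the list alone; camera, adjusted p = 0.00375, and 0.177 with an estimated correlation).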

Gene ontology (GO) analysis indicated that OXPHOS, fatty acid metabolism, purine metabolism and amino acid catabolism were all more highly induced by αIgM+CpG than by CD40L + IL4 (Fig. 2A–B, Extended Data **3A-B**).

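Within fatty acid oxidation, ECI2, an isomerase of unsaturated acyl chains, was higher with αIgM+CpG than with CD40L+IL4 by a log2 fold change of 1.92 (SE 0.14, adjusted p = 4.59e-05) from limma, DECR1 by 0.85 and the medium-chain dehydrogenase ACADM by 0.84, while the very-long-chain dehydrogenase ACADVL was lower at -0.80. Of 17 genes of the pathway, 9 were higher and 2 lower (11 and 2 adjusted over the list alone; camera, adjusted p = 0.00275, and 0.0815 with an estimated correlation). In purine synthesis, the guanine branch genes IMPDH1 (1.26) and GMPS (0.91) and the salvage enzyme HPRT1 (0.75) were among 12 of 14 genes that were higher (12 higher adjusted over the list alone; camera, adjusted p = 2.46e-06, and 0.0562 with an estimated correlation). Of 20 genes of branched chain amino acid metabolism, 7 were higher and 1 was lower (11 and 2 adjusted over the list alone; camera, adjusted p = 0.00321, and 0.16 with an estimated correlation). HIBCH (1.23) and HIBADH (0.74), steps of valine breakdown, were higher and AUH (-1.99), a step of leucine breakdown, was lower. From its gene set enrichment analysis, in which mTORC1 signaling, MYC targets and OXPHOS were more strongly induced by αIgM+CpG, the paper proposes that T-independent stimulation may preferentially upregulate these pathways, and it adds the metabolic pathways named by its gene ontology analysis.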

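In complex I, the accessory subunits NDUFC1 and NDUFB3 were higher with αIgM+CpG than with CD40L+IL4 by log2 fold changes of 0.90 and 0.85, and 27 of 37 subunit genes were higher and 1 was lower at an adjusted p under 0.05 from limma (30 and 1 adjusted over the list alone). The complex III subunit UQCRQ stood at 989.7 ± 60.1 normalized counts with αIgM+CpG and 517 ± 33.2 with CD40L+IL4 (SD, n = 3). Complex III had 7 of 9 genes higher (7 adjusted over the list alone), complex IV, with COX7B at 0.65, 10 of 11 (10), and complex V, with ATP5MC3 at 0.94, 12 of 15 (15). In complex II, SDHB (0.52), SDHC (0.45) and SDHD (0.29) were higher, 3 of 4 genes (3 adjusted over the list alone), although SDHC did not pass without 1 αIgM+CpG library (adjusted p = 0.0524, limma), and the members of complexes II to V that were not higher did not pass. Median log2 fold changes were 0.45, 0.37, 0.46, 0.48 and 0.46 for complexes I to V. Of 13 mitochondrially encoded subunits, 10 were higher and the other 3 did not pass (10 higher adjusted over the list alone), with MT-CO2 at 0.69. As a group, complex I ranked above the other genes with camera (adjusted p = 4.42e-09, and 0.0287 with an estimated correlation). The other lists passed with the preset correlation, at adjusted p = 0.0469 for complex II (0.176 with an estimated correlation), 0.00242 for III (0.0815), 5.77e-05 for IV (0.0556), 1.81e-06 for V (0.0706) and 6.87e-05 for the mitochondrially encoded genes (0.308). Complex II did not pass once any 1 of the 6 libraries was left out (camera, adjusted p from 0.0511 to 0.1). Over unstimulated cells, complex I genes rose in 36 cases with αIgM+CpG and 33 with CD40L+IL4 (36 and 34 adjusted over the list alone).

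**Figure D2:**
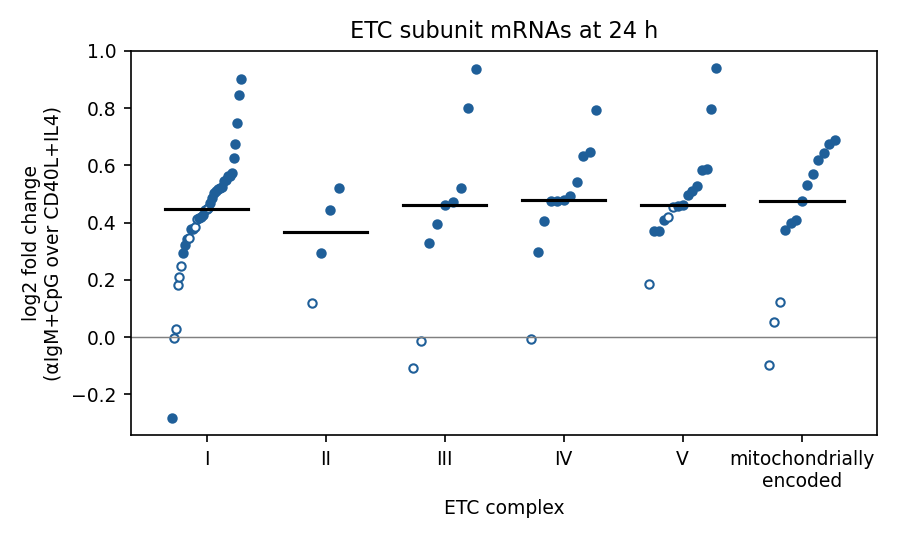
Log2 fold change of αIgM+CpG against CD40L+IL4 for each subunit gene of complexes I to V and of the mitochondrially encoded group, from 3 replicates per condition. Each dot is a subunit gene, filled at an adjusted p under 0.05, and bars mark the medians, which lie between 0.37 for complex II and 0.48 for complex IV.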

Components of all five electron transport chain (ETC) complexes were the most highly upregulated by αIgM+CpG, whereas stimulation by CD40L-containing regimen induced these to a lesser extent (Fig. 2C). Phenotypically, Seahorse metabolic flux analysis identified that αIgM+CpG and CD40L+IL4 nonetheless similarly induced basal respiration and maximal respiratory capacity, perhaps suggesting post-transcriptional level compensatory regulation (Fig. 2D). Consistent with prior analyses^7^, combinatorial αIgM+CpG stimuli more strongly induced oxygen consumption rate (OCR) than either αIgM or CpG alone. A similar phenomenon was observed with CD40L and IL4 stimuli (Fig. 2D). 

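MYC stood at 451 ± 22.4 normalized counts in unstimulated cells (SD, n = 3), 5433 ± 245 with CD40L+αIgM, 4536 ± 66.8 with CD40L+αIgM+IL4, 4493 ± 159 with CD40L and 3416 ± 9.29 with αIgM+CpG. The log2 fold change of αIgM+CpG against unstimulated cells was 2.92 (SE 0.06, adjusted p = 4.09e-08) from limma and that of CD40L+IL4 3.23 (SE 0.07, adjusted p = 2.45e-08). Among other regulators of respiratory chain genes, the coactivator PPRC1 rose by 2.02 with αIgM+CpG and 2.15 with CD40L+IL4, and the mitochondrial DNA factor TFAM by 1.60 and 1.37. Between both stimuli, 4 of 13 such factors were higher with αIgM+CpG and 2 lower (4 and 5 adjusted over the list alone), with the nuclear receptor ESRRA at 0.72.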

Of the transcription factors implicated in control of respiratory chain component expression, MYC was the most highly induced by CD40L and regimen containing CD40L, although combinatorial αIgM + CpG also highly induced MYC (Extended Data Fig. 3C). Notably, CD40 + IL4 co-stimulation elicited higher extracellular acidification rate (ECAR), a measure of glycolysis (Fig. 2D). 

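EGLN3, a prolyl hydroxylase of the hypoxia response, was lower with αIgM+CpG than with CD40L+IL4 by a log2 fold change of -3.12 (SE 0.35, adjusted p = 0.000457) from limma, P4HA2 by -2.61 (SE 0.43, adjusted p = 0.00355), the glycolysis regulator PFKFB3 by -1.41 (SE 0.07, adjusted p = 6.08e-06) and the glucose transporter SLC2A1 by -1.42 (SE 0.31, adjusted p = 0.012). Without 1 CD40L+IL4 library, SLC2A1 did not pass. Over the 19 hypoxia response genes tested, 6 were higher with αIgM+CpG and 4 lower (7 and 4 adjusted over the list alone). The list did not pass for a shift in 1 direction against the other genes (camera, adjusted p = 0.255). Its median was 0.28, so the median and these genes differ in sign. Of 21 glycolysis genes, 15 were higher with αIgM+CpG and 3 lower (16 and 3 adjusted over the list alone; camera, adjusted p = 3.2e-05, and 0.0553 with an estimated correlation). LDHB had 1.13 and GAPDH 1.00.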

Taken together with our GSEA analysis, which identified hypoxia gene upregulation in CD40L/IL4 stimulated cells (Fig. 2B), these results suggest that T-dependent B-cell responses may be more reliant on aerobic glycolysis. However, while CD40L/IL4 and αIgM/CpG stimulation each significantly increased glucose uptake, αIgM+CpG did so more strongly (Fig. 2E).

Across individual stimuli, CD40L or CpG more highly impacted the intracellular B-cell metabolite landscape than either αIgM or IL4, consistent with the magnitude of their transcription level effects. αIgM+CpG produced the strongest cellular metabolome-wide effect (Fig. 2F), which triggered higher metabolite levels of the purine and pyrimidine nucleotide, methionine, nicotinate/nicotinamide and glutathione metabolism pathways (Fig. 2G–H, **Supplementary Table S1**). Despite these differences, combinatorial CD40L+IL4+αIgM stimulation, which models a key T-dependent GC light zone B-cell stimulus, produced somewhat overlapping metabolomic responses with T-independent αIgM+CpG stimulation (Fig. 2F and Extended Data Fig. **3A-B**). Collectively, these findings highlight that distinct types of receptor stimuli, including T-dependent vs independent regimen, produce myriad metabolomic responses in primary human CD19+ B-cells, with potential major effects on key humoral immune phenotypes.

### BCR and TLR9 activation upregulates plasma membrane PD-L1 expression

To further characterize B-cell responses to distinct receptor stimuli, we next used the GO Immune System Process gene set to perform heatmap analysis. This analysis highlighted distinct clusters of immune genes that preferentially responded to each condition (Fig. 3A). Volcano plot cross-comparison of the αIgM+CpG vs. CD40L+IL4 Immune System Process genes further revealed genes differentially regulated by T-dependent vs independent stimulation. For instance, multiple CD40L + IL4 induced transcripts are encoded by known NF-kB targeted genes and drive pro-inflammatory and T-cell responses, including the cytokines IL-6, CSF-1 and EBI3, the chemokine CCL22 and the T-cell costimulatory ligand CD86/B7–2 (Fig. 3B). By contrast, CD274/PD-L1 was 14-fold more highly upregulated by αIgM + CpG, suggesting opposing effects on T-cell responses. 

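IL6 stood at 1318 ± 6.58 normalized counts with αIgM+CpG and 3652 ± 90.5 with CD40L+IL4 (SD, n = 3; log2 fold change -1.47, SE 0.05, adjusted p = 5.8e-07, limma). The macrophage growth factor CSF1 had 59.2 ± 9.53 and 639 ± 34.5 (log2 fold change -3.42, SE 0.15, adjusted p = 2.29e-06). EBI3, a subunit of IL27 and IL35, had 822 ± 10.0 and 3217 ± 177 (log2 fold change -1.97, SE 0.06, adjusted p = 4.81e-07), and CD40L alone gave 3886 ± 61.1. CD86 was at 248 ± 13.1 and 1724 ± 101 (log2 fold change -2.80, SE 0.08, adjusted p = 4.68e-07), against 369 ± 63.8 in unstimulated cells. Of 20 cytokines and chemokines, 11 were lower with αIgM+CpG and 4 higher (12 and 4 adjusted over the list alone; camera, adjusted p = 0.00242, and 0.146 with an estimated correlation). The higher ones included CCL4 at 3.47, which has near-identical gene copies, and IL12A, a subunit of IL12 and IL35, at 3.42.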

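The mean normalized count of CD274 was 13.8 times as high with αIgM+CpG as with CD40L+IL4 (n = 3). It rose 12.1-fold over unstimulated cells with αIgM+CpG, whereas CD40L+IL4 against unstimulated cells had a log2 fold change of -0.16 (SE 0.29, adjusted p = 0.678) from limma. Among 22 costimulation and checkpoint ligands, 6 were higher with αIgM+CpG and 11 lower (8 and 12 adjusted over the list alone; camera, adjusted p = 0.0257, and 0.159 with an estimated correlation). TNFRSF14, the ligand of BTLA, was lower at -3.11.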

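BLNK, the adaptor below the BCR, had 2301 ± 47.4 normalized counts with αIgM+CpG, 354 ± 19.5 with CD40L+IL4 and 1381 ± 49.2 in unstimulated cells (SD, n = 3; αIgM+CpG against CD40L+IL4, log2 fold change 2.70, SE 0.07, adjusted p = 2.45e-07, limma). The kinase LYN had 8520 ± 289.7 and 2652 ± 113 (log2 fold change 1.68, SE 0.05, adjusted p = 3.07e-07). POU2F2, a transcription factor of immunoglobulin promoters, had 12150 ± 447 and 2989 ± 23.8 (log2 fold change 2.02, SE 0.04, adjusted p = 5.06e-08), and CpG alone gave 14390 ± 785. The complement receptor CR2 (1.98) and the BCR coreceptor CD72 (1.78) were also higher with αIgM+CpG. Of 25 genes of B-cell identity and BCR signaling, 14 were higher and 7 lower (14 and 8 adjusted over the list alone; camera, adjusted p = 0.0086, and 0.249 with an estimated correlation).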

Interestingly, the BCR signaling mediators BLNK and LYN and the octamer binding transcription factor POU2F2/OCT-2 were amongst the most highly αIgM+CpG differentially upregulated genes (Fig. 3B), suggesting a positive-feedback loop.

We next cross-compared PD-L1 mRNA abundances across all 10 conditions. Whereas CpG upregulated PD-L1 expression, alone or even more highly together with aIgM, we noticed the opposite effect for IL4: cells stimulated by CD40 or CD40L/aIgM had significantly higher PD-L1 levels than those stimulated by CD40/IL4 or CD40L/aIgM/IL4, respectively (Fig. 3C). 

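CD274 stood at 730.2 ± 76.1 normalized counts with CpG, 801 ± 22.2 with CD40L+CpG, 217 ± 37.7 with αIgM, 188 ± 12.0 with CD40L and 51.9 ± 15.4 with IL4 (SD, n = 3). αIgM+CpG exceeded CpG alone by a log2 fold change of 0.64 (SE 0.10, adjusted p = 0.00313) and αIgM alone by 2.39 (SE 0.13, adjusted p = 5.57e-06), both from limma. Its difference from CD40L+CpG was 0.50 (SE 0.07, adjusted p = 0.00238) and did not pass with all 10 groups in 1 model (adjusted p = 0.121). Adding IL4 to CD40L changed CD274 by -1.21 (SE 0.19, adjusted p = 0.00568). CD40L+αIgM gave 529 ± 16.0 and CD40L+αIgM+IL4 346 ± 42.0, a log2 fold change of -0.62 (SE 0.11, adjusted p = 0.00631).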

Consistent with this result, PD-L1 levels were higher in two activated B-cell (ABC) DLBCL, a subset of which have driver mutations that activate BCR and MyD88 signaling, than in tumors of the germinal center B-cell subtype, which tend to have lower levels of BCR and TLR signaling (Fig. 3D). FACS analysis confirmed that plasma membrane PD-L1 expression was high on the MCD DLBCLs OCI-LY10 and TMD8, but low on a Burkitt lymphoma cell line that lacks activated BCR or TLR signaling (Fig. 3E).

Despite robust PD-L1 mRNA induction, we noticed that TLR9 stimulation alone resulted in only modest plasma membrane PD-L1 expression (Fig. 3E–F). To explore whether concurrent BCR signaling was therefore important for PD-L1 translation or trafficking, we stained PD-L1 in stimulated primary human B-cells, with or without Triton-X100 permeabilization. Consistent with our FACS analysis, only intracellular PD-L1 was evident in αIgM or CpG stimulated cells. By contrast, combined αIgM+CpG stimulation resulted not only in higher total PD-L1 levels, but also in PD-L1 plasma membrane expression (Fig. 3G). Likewise, the Bruton’s tyrosine kinase antagonist ibrutinib, which blocks a key aspect of BCR signaling, decreased PD-L1 plasma membrane expression in OCI-LY10 and TMD8 (Fig. 3H).

Since BCR/TLR9 co-stimulation highly induced OXPHOS gene expression (Fig. 2A–C), we next tested effects of the ETC complex I inhibitor piericidin A or the ATP synthase inhibitor oligomycin A on PD-L1 expression. Interestingly, each impaired plasma membrane PD-L1 induction by αIgM+CpG (Fig. 3I). Consistent with a key reductive stress role in this phenotype, PD-L1 expression could be rescued in either Piericidin A or oligomycin treated cells by αIgM+CpG stimulation in the presence of 10mM pyruvate, whose conversion to lactate regenerates NAD from NADH. By contrast, addition of 10 mM lactate prevented αIgM+CpG driven PD-L1 induction even in DMSO treated primary B-cells (Fig. 3I). Since the oncometabolite R-2HG negatively impacts complex V activity, we next tested its effects on αIgM+CpG mediated PD-L1 induction. Interestingly, R-2HG, but not its isomer alpha-ketoglutarate (aKG), significantly reduced PM PD-L1 expression (Extended Data Fig. 4A-B). Furthermore, R-2HG reduced PD-L1, but not CD19 expression in a dose-dependent manner in OCI-LY10 cells with hyperactive BCR/TLR9 signaling (Extended Data Fig. 4C-D). Taken together, these results suggest a key role for αIgM + CpG-driven redox homeostasis in cell surface PD-L1 expression and suggest a key advantage for MCD DLBCL cells in co-activating these pathways.

### BCAT1 is essential for BCR/TLR9 driven B-cell proliferation.

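BCAT1 lies on chromosome 12 of GRCh37 from 24962958 to 25102035 on the minus strand. Its transcript rose from 229.6 ± 136 normalized counts in unstimulated cells to 4829 ± 279 with αIgM+CpG (SD, n = 3; log2 fold change 4.55, SE 0.36, adjusted p = 2.44e-05, limma). Every αIgM+CpG library lay above every library of the other 9 conditions. The next highest means were 2370 ± 152 with CD40L+αIgM, 1976 ± 92.1 with CD40L+CpG and 1493 ± 72.6 with CD40L+αIgM+IL4. CD40L gave 1407 ± 106, CpG 1336 ± 155, CD40L+IL4 894 ± 119, αIgM 713 ± 111 and IL4 168 ± 63.5. Against CD40L+αIgM, the log2 fold change of αIgM+CpG was 1.03 (SE 0.06, adjusted p = 4.16e-05). αIgM alone raised BCAT1 by 1.78 and CpG alone by 2.70 on the log2 scale, which sum to 4.48. The combined effect departed from that sum by 0.07 (SE 0.42, adjusted p = 0.958, limma interaction). Genes of mTORC1 and its lysosomal regulators were mixed between αIgM+CpG and CD40L+IL4, with 10 of 33 higher and 3 lower (11 and 5 adjusted over the list alone; camera, adjusted p = 0.387). The Rag GTPase RRAGD had 2.22 and the sestrin SESN3 -1.83.

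**Figure D3:**
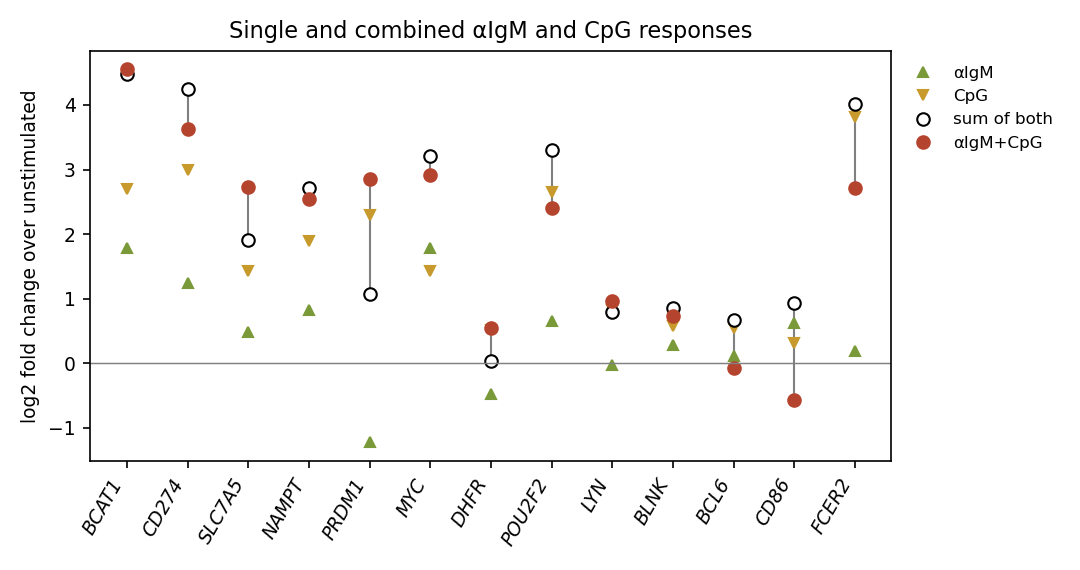
Log2 fold change over unstimulated cells with αIgM, with CpG, their sum and the value observed with αIgM+CpG for 13 genes, from 3 replicates per condition. For BCAT1 the sum is 4.48 and the observed value 4.55.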

We observed that BCR/TLR9 co-stimulation markedly upregulated Branched Chain Amino Acid Transaminase 1 (BCAT1) expression on the mRNA and protein levels, whereas it was induced to a much lesser extent or not at all by the other stimuli (Fig. 4A, Extended Data 5A). BCAT1 is an aminotransferase that can either synthesize or catabolize the branched chain amino acids (BCAA) leucine, isoleucine and valine in reversible reactions, but has not previously been studied in B-cell activation. When running in the forward direction, BCAT1 converts the nitrogen donor glutamine and branched chain ketoacids (BCKA) into alpha-ketoglutarate (aKG) and BCAA, which support protein synthesis and mTOR activation. When running in the reverse direction, BCAT1 instead catabolizes aKG and BCAA to produce glutamine and BCKA, which fuel the tricarboxylic acid cycle (TCA) and fatty acid synthesis^35–37^ (Fig. 4B). We validated that αIgM + CpG more strongly up-regulated BCAT1 by immunoblot. By comparison, the mitochondrial BCAT2 isoform was expressed in unstimulated cells and was only modestly upregulated by any of the conditions (Fig. 4B–C). 

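BCAT2 stood at 214 ± 19.7 normalized counts in unstimulated cells and 507 ± 37.9 with αIgM+CpG (SD, n = 3; log2 fold change 1.24, SE 0.11, adjusted p = 4.75e-05, limma). CD40L+αIgM gave 452 ± 9.79 and CD40L+IL4 423 ± 22.2. The log2 fold change of αIgM+CpG against CD40L+IL4 was 0.26 (SE 0.10, adjusted p = 0.096), which did not pass the test, although it did with all 10 groups in 1 model (adjusted p = 0.0289, limma).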

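SLC7A5 had 2728 ± 269.8 normalized counts with CD40L+αIgM (SD, n = 3), its highest mean after αIgM+CpG, 1839 ± 92.2 with CD40L+CpG, 1727 ± 36.7 with CD40L+αIgM+IL4 and 687 ± 41.2 with IL4. αIgM+CpG exceeded CD40L+αIgM by a log2 fold change of 0.94 (SE 0.07, adjusted p = 0.000104) from limma. αIgM and CpG alone changed it by 0.48 and 1.43 on the log2 scale, and both together by more than that sum, with a departure of 0.81 (SE 0.07, adjusted p = 1e-05, limma interaction). The glutamine transporter SLC1A5 rose over unstimulated cells by 2.83 with αIgM+CpG and 2.35 with CD40L+IL4.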

Consistent with a key BCAA role in support of BCR/TLR9 co-stimulated B-cells, the major plasma membrane BCAA transporter SLC7A5 was also highly induced (Fig. 4B–D). BCAA abundances were also higher in αIgM + CpG stimulated cells than in B-cells stimulated by combinatorial regimens with the exception of CD40L+aIgM+IL4. By contrast, subunits of the BCKA dehydrogenase complex (BCKDHA/B), which participate in BCKA catabolism to acetyl-CoA and CO_2_ were downmodulated on the protein level (Fig. 4D). This raises the interesting possibility that BCAT1 may take on a selectively important role downstream of CD79 and MyD88.

To gain insights into BCAT1 roles in B-cell activation, we tested the effects of BCAT1 perturbation on proliferation and survival of primary B-cells stimulated by αIgM+CpG versus by CD40L+IL4. We electroporated freshly isolated primary human B-cells with Cas9 ribonucleoprotein complexes containing control or *BCAT1* targeting single guide RNA (sgRNA) (Extended Data **Fig. 5B**)^38^. Intriguingly, CRISPR *BCAT1* knockout (KO) strongly impaired αIgM+CpG but not CD40L+IL4 driven primary B-cell outgrowth, as judged by carboxyflouorescein succinimidyl ester (CFSE) dye dilution assay (Fig. 4E, Extended Data 5C). Similar results were obtained with primary B-cells treated with the highly selective leucine-based BCAT1 small molecule antagonist ERG245^39^, suggestive of on target effects at the level of BCAT1 (Fig. 4F, Extended Data 5D-E). To then interrogate effects of BCAT1 KO on primary B-cell survival, we next performed caspase activity assays. BCAT1 KO induced caspase 3/7 activity to a significantly greater extent in αIgM+CpG than in CD40L+IL4 stimulated primary B-cells (Fig. 4G, Extended Data 5F).

We hypothesized that BCAT1 may be needed to support mTOR in αIgM+CpG stimulated cells, given that αIgM+CpG most highly activated GSEA Hallmark mTORC1 signaling at the RNA and protein levels (Fig. 1G). In support, proteomic analysis highlighted that clusters of mTORC1 pathway targets were more highly upregulated by αIgM+CpG than by CD40L/IL4 stimulation, including multiple components of the glycolysis, one-carbon metabolism and amino acid metabolism pathways (Fig. 4H). Consistent with this result, mTORC1 target S6K phosphorylation levels were higher in αIgM+CpG stimulated cells, and BCAT1 KO strongly impaired S6K phosphorylation (Fig. 4I). BCAT1 was similarly important for αIgM+CpG driven phosphorylation of mTORC1 serine 2448, which is indicative of mTOR activation. Additionally, immunoblot analysis revealed that αIgM+CpG induced a much higher level of phospho-S6, further indicating hyperactivated mTORC1 signaling. While phosphorylation of the mTOR negative regulator AMP kinase was somewhat higher in αIgM+CpG stimulated cells, this was not affected by BCAT1 KO, suggesting alternative route(s) by which BCAT1 supports mTOR. Since mTORC1 regulates translation, we also tested translation rate using puromycin pulse labeling, which detects puromycin incorporation into elongating protein chains^40^. Puromycin labeling indicated that αIgM+CpG more highly induced nascent polypeptide synthesis than the other conditions (Extended Data Fig. 5G). Similar results were observed by flow cytometry analysis of total protein content and also of cell size, which is also controlled by mTORC1^41^. However, total protein content was slightly higher in cells stimulated by CD40L+αIgM+IL4 (Fig. 4J). These findings indicate that BCAT1 is a major positive regulator mTOR in αIgM+CpG-stimulated B-cells.

To also gain insights into potential BCAT1 roles in transcription regulation downstream of CD79 and MyD88, we performed RNAseq on αIgM+CpG stimulated BCAT1 CRISPR KO versus control primary human B-cells. 

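In these libraries BCAT1 itself had 366 ± 8.45 CPM (read counts per library total, after TMM scaling) in control cells and 323 ± 10.1 in knockout cells (SD, n = 3), with 359.3, 375.4 and 363 in the control libraries and 322.4, 313 and 333.1 in the knockout libraries. The log2 fold change was -0.18 (SE 0.03, adjusted p = 0.000101) from edgeR. RNA levels do not measure editing or protein. Primary B-cells had received Cas9 ribonucleoprotein with a 1:1 mix of 2 BCAT1 guide complexes or with a control guide and were then stimulated with αIgM+CpG for 24 h, in 3 replicates each. The deposited values are counts of reads per gene as the authors made them with STAR and featureCounts, with 10805923 to 14044813 counts per library. Genes with a summed count of at least 5, 21843 in all, were tested with edgeR's quasi-likelihood method after TMM normalization. A gene counts as a DEG at p under 0.05 and a fold change over 2, as the methods state, and single genes are called at a Benjamini-Hochberg adjusted p under 0.05. The common dispersion from edgeR, as a coefficient of variation, was 2.51%. It measures the spread between these replicates, on which the p values rest. Whether that spread holds differences between donors is not known here.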

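LMNA, which encodes the nuclear lamins A and C, rose from 10.7 ± 0.944 CPM in control cells to 30.9 ± 1.72 in BCAT1 KO cells (SD, n = 3; log2 fold change 1.53, SE 0.09, adjusted p = 7.66e-10, edgeR). The nuclear receptor NR4A1, an early response gene of the BCR, rose from 14.0 ± 0.945 to 36.8 ± 2.03, and CPT1A, which carries fatty acids into mitochondria, from 18.8 ± 1.51 to 45.5 ± 1.01. WHRN (1.44), CORO6 (1.28), TRIB1 (1.28), the SRC family kinase FGR (7.67 ± 0.867 and 18.3 ± 0.379 CPM), the estrogen receptor ESR2 (1.21), TNFRSF18 (1.17) and NR4A3 (1.13) followed. CD1D, which presents lipids to T-cells, fell from 12.3 ± 1.03 to 4.25 ± 0.332 (log2 fold change -1.53, SE 0.13, adjusted p = 1.13e-07). CXCR4 rose from 41.0 ± 2.05 to 82.9 ± 0.786 and the plasma cell regulator PRDM1 fell from 36.4 ± 0.953 to 20.3 ± 1.52. CD274 was slightly higher, at 57.1 ± 0.893 and 68.9 ± 2.80 (log2 fold change 0.27, SE 0.04, adjusted p = 0.000156). In all, 425 genes were higher and 283 lower in BCAT1 KO cells. These counts fell to 145 and 114 with edgeR's filter filterByExpr and to 177 and 134 with DESeq2's Wald test. The balance turned at an adjusted p under 0.05 alone (2311 higher and 2882 lower) and with DESeq2's betaPrior (13 and 27).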

BCAT1 KO upregulated 145 and downregulated 101 B-cell genes. 

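Of 50 DNA replication genes and E2F targets, 47 were lower in BCAT1 KO than in control cells and the other 3 did not pass at an adjusted p under 0.05 from edgeR (48 lower adjusted over the list alone). The median log2 fold change was -0.82. DTL, which directs the destruction of the licensing factor CDT1, had -1.73, the origin licensing gene CDC6 -1.62 and CCNE2, a cyclin of the entry into S phase, -1.83. CDT1 itself had -1.51, and outside the list ZNF367 had -1.27 and the DNA repair gene XRCC2 -1.27. The thymidylate synthase TYMS had -1.45 and the transcription factor E2F1 -1.23. Of 43 genes of G2-M and mitosis, 28 were lower and the other 15 did not pass (31 lower and 1 higher adjusted over the list alone), at a median of -0.74. Among these were the spindle gene DLGAP5 (-1.57), CDCA5, which holds sister chromatids together (-1.47), and CDC20, which starts their separation (-1.40). The E2F list ranked below the other genes (camera, adjusted p = 3.01e-34, and 0.0315 with an estimated correlation), and so did the G2-M list with the preset correlation (adjusted p = 5.75e-14, and 0.0508 with an estimated correlation).

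**Figure D4:**
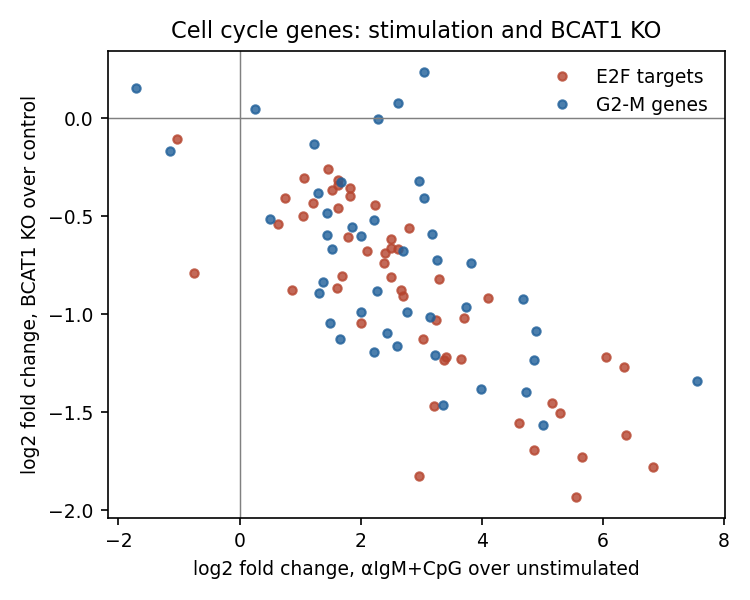
Each point is a gene of the E2F or G2-M list, with its log2 fold change of αIgM+CpG over unstimulated cells on the horizontal axis and of BCAT1 KO over control cells on the vertical axis, from 3 replicates per group. The KO medians are -0.82 for the E2F list and -0.74 for the G2-M list.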

GO analysis indicated that BCAT1 depletion resulted in downregulation of E2F targets and G2-M checkpoint genes in αIgM+CpG stimulated cells (Extended Data Fig. 5H, **Supplemental Table S2**). 

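IL10, on chromosome 1 of GRCh37 from 206940947 to 206947886, fell from 15.9 ± 0.698 CPM in control to 3.22 ± 0.226 in BCAT1 KO cells (SD, n = 3; log2 fold change -2.31, SE 0.12, adjusted p = 4.21e-10, edgeR), the largest fall among well-expressed genes. UHRF1, which recruits the maintenance DNA methyltransferase and lies on chromosome 19 of GRCh37 from 4903092 to 4962165, fell from 39.5 ± 1.73 to 11.5 ± 1.34 (log2 fold change -1.78, SE 0.08, adjusted p = 8.35e-11). BATF went from 198 ± 0.997 to 104 ± 1.39 (log2 fold change -0.93, SE 0.03, adjusted p = 2.16e-12) and PCNA, the sliding clamp of DNA replication, from 135 ± 3.04 to 81.1 ± 2.01 (log2 fold change -0.74, SE 0.04, adjusted p = 1.52e-10), both by less than a factor of 2. The phosphatase CDC25A had a log2 fold change of -1.93 (SE 0.15, adjusted p = 3.64e-08) and the replication initiation factor MCM10 -1.69 (SE 0.12, adjusted p = 1.53e-08). From its gene ontology analysis of these libraries, the paper concludes that loss of BCAT1 lowered E2F targets and G2-M checkpoint genes in αIgM+CpG-stimulated cells.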

The most highly downregulated genes included interleukin-10 (IL-10), the DNA methylation enzyme UHRF1, the transcription factor BATF, and the genes CDC25A, MCM10 and PCNA, each of which have key cell cycle roles (Fig. 4J). We validated that αIgM+CpG induced IL10 on the protein level in primary B-cells. Furthermore, BCAT1 KO reduced IL10 abundance to levels observed in CD40L/IL4 stimulated cells, in whom BCAT1 KO did not alter IL10 levels (Extended data Fig. 5I). Interestingly, BCAT1, IL-10 and PD-L1 mRNA abundances were each markedly higher at 48 hours of αIgM/CpG than CD40L/IL-4 stimulated cells (Extended Data Fig. 5J). Since IL10 is a B regulatory cell hallmark^42–46^, our data raise the possibility that BCAT1 may supports B regulatory cell function upon My-T-BCR activation.

### BCAT1 supports BCAA production in BCR/TLR9 stimulated B-cells

We next used [^13^C]-leucine_m+6 and [^15^N]-glutamine_m+2 isotope tracing to investigate the directionality of BCR/TLR9 induced BCAT1 BCAA metabolism. To trace BCAT1 conversion of BCAA and αKG to BCKA and glutamate (Glu), we incubated αIgM+CpG stimulated cells with 0.381mM [^13^C]-leucine_m+6 to survey for the appearance of labeled BCKA catabolites. However, since BCKA can then be re-aminated by BCAT1 using glutamine (Gln) as the amino donor, we also added 2mM [^15^N]-Gln_m+2. We measured BCAA catabolism by detecting [^13^C]-ketoisocaproate (KIC)_m+6 levels. Likewise, we measured BCAA anabolism by detecting the appearances of [^15^N]-labeled leucine (Leu)_m+1, isoleucine (Ile) _m+1, and valine (Val) _m+1 (Fig. 5A). B-cells were pretreated with either vehicle or ERG245 for 1 hour before αIgM+CpG stimulation, then incubated in medium containing [^13^C]-Leu_m+6 and [^15^N]-Gln_m+2 from 24 hours post-stimulation. Labeled and unlabeled metabolite abundances were quantitated at 32-, 48-, and 72-hours post-stimulation (Fig. 5B).

Liquid chromatography/mass spectrometry metabolite tracing indicated that BCAT1 does contribute to B-cell BCKA pools upon its induction by αIgM+CpG, as [^13^C]-KIC_m+6 levels significantly increased between 32- and 72-hours post-stimulation. [^13^C]-KIC_m+6 levels then decreased at the 72 hour timepoint, potentially indicating a balance between production and consumption (Fig. 5C, **Supplemental Table S3**). BCAT1 inhibition by ERG245 strongly decreased [^13^C]-KIC_m+6 levels at all timepoints, indicating BCAT1 roles in KIC generation (Fig. 5C). However, we also observed steadily increasing [^15^N]-labeled Leu_m+1, Ile_m+1, and to a lesser extent Val_m+1 levels, each of which were suppressed by ERG245, indicating that BCAT1 also consumes glutamine to synthesize BCAA and produce aKG (Fig. 5D–F). [^13^C,^15^N]-Leu_m+7 comprised the majority of the [^15^N]-labeled Leu pool, indicating that BCAT1 preferentially reaminated [^13^C]-KIC_m+6 at this timepoint (Fig. 5D). However, the fraction of [^15^N]-labeled Val_m+1 was comparatively smaller, suggesting that BCAT1 may preferentially synthesize Leu and Ile at the early stage of αIgM+CpG-driven B-cell activation (Fig. 5D–F). In contrast to serving as a substrate for BCAA biosynthesis, [^13^C]-KIC_m+6 was not a major TCA cycle anaplerotic input. TCA intermediate m+2 isotope signals remained low throughout the timecourse, despite marked increases in unlabeled TCA metabolite abundances (Extended Data Fig. 6A-G). Intriguingly, ERG245 nonetheless strongly decreased levels of most TCA cycle intermediates, indicating that BCAT1 plays a crucial role in coordinating TCA metabolism in BCR/TLR9 co-activated cells, potentially via effects on mTOR (Extended Data Fig. 6A-G).

To broadly profile BCAT1 contributions to αIgM+CpG vs CD40L/IL4 co-activated primary B-cells, we performed LC/MS metabolome profiling on cells stimulated in the presence of DMSO vehicle control or ERG245. Whereas ERG245 had minimal effects on unstimulated cells, ERG245 broadly restrained BCR/TLR9 driven metabolite increases. Comparatively smaller effects were observed on CD40L/IL4 treated cells, and ERG245 only modestly affected the metabolome (Fig. 5G and **Supplemental Table S4**). Leucine-isoleucine and 2-keto-isovalerate levels were higher in αIgM+CpG stimulated cells, whereas glutamine was higher in CD40/IL4 stimulated cells (Fig. 5G and Extended Data 6H). Notably, ERG245 did not significantly change aspartate abundances, despite its being a substrate for similar transamination reactions (Extended Data Fig. 6I). Volcano plot and metabolism pathway impact analysis highlighted that ERG245 most strongly reduced abundances of nucleotides and glutathione in BCR/TLR9 stimulated B-cells, potentially due to effects at the level of mTOR (Fig. 5H–I) and reflecting that resting human B-cells have low nucleotide and glutathione levels and must rapidly increase them upon activation^26^. Together, these findings suggest that BCAT1 supports BCAA pools and mTOR upon BCR/TLR9-driven B-cell activation.

### BCR/TLR9 signaling targets BCAT1 to lysosome membranes to support mTOR

A complex of lysosomal membrane proteins sense amino acid levels to control mTORC1 recruitment and activation. When amino acids are abundant, mTORC1 is recruited to the outer lysosomal membrane, where it is activated by RHEB^47–50^. When leucine levels are low, several mechanisms block mTORC1 activation. Sestrin2 inhibits mTORC1 lysosomal recruitment and activation^51^, SAR1B inhibits the mTORC1 activator GATOR2^52^, leucyl-tRNA synthetase LARS fails to activate Rag GTPase^53^, and Raptor acetylation decreases to further downmodulate mTORC1^54^. As BCAT1 is thought to be cytoplasmic, we hypothesized that BCR/TLR9 induced BCAT1 supports mTORC1 by producing BCAA in close proximity with lysosomes. To test this, we performed confocal microscopy on primary B-cells at rest or 24 hours following stimulation by CD40L/IL4 versus aIgM + CpG, which revealed a high degree of colocalization between BCAT1 and lysosomal-associated membrane protein 1 (LAMP1), but not with the mitochondrial marker translocase of outer mitochondrial membrane 20 homolog (TOMM20) (Fig. 6A–B, Extended Data 7A-B). Thus, a major population of BCAT1 homes to lysosomes in BCR/TLR9 stimulated primary human B-cells, presumably to the lysosomal outer membrane as BCAT1 does not appear to contain a targeting sequence for lysosomal uptake.

To further investigate BCAT1 subcellular localization, we then leveraged the LysoIP approach, in which stably expressed HA-epitope tagged transmembrane protein 192 (TMEM192) is used as a bait for lysosomal affinity purification^55^ (Fig. 6C–D). We stably expressed TMEM192 in Rael Burkitt lymphoma Rael B-cells, in which BCAT1 and LAMP1 co-localization was increased by aIgM+CpG stimulation (Extended Data Fig. 7C). The lysosomal marker LAMP1 was enriched in material anti-HA-TMEM192 immunopurified from Rael cells, whereas cytosolic GAPDH was highly depleted, suggesting successful lysosome isolation. Importantly, BCAT1 was also enriched in immunopurified lysosomes, particularly following aIgM+CpG stimulation, even though in Rael cells total BCAT1 levels remained similar (Fig. 6E). Confocal microscopy again highlighted that aIgM+CpG increased BCAT1/LAMP1 co-localization in Rael TMEM192+ cells (Extended Data Fig. 7C). These results suggest that BCR/TLR9 signaling contributes to BCAT1 lysosomal subcellular localization, likely at the outer membrane.

To gain further insights into how BCR/TLR9 stimulation remodels Rael lysosomes, we performed LC/MS proteomic profiling of lysosomes immunopurified from aIgM+CpG versus unstimulated LysoIP Rael cells. Consistent with our immunoblot and microscopy analyses, BCAT1 was enriched in lysosomes purified from stimulated Rael cells (Fig. 6F, Supplemental Table S5). Intriguingly, BCR/TLR9 signaling also increased lysosomal levels of LAMTOR1, which has a key role in assembly of the Ragulator complex that together with the Rag GTPases control mTORC1 lysosomal recruitment^56, 57^. Further suggestive of cross-talk between My-T-BCR and mTORC1 at the level of the lysosome, SLC38A1/2 abundance was also increased in lysosomes of stimulated Rael cells. SLC38A1/2 are membrane transporters that specialize in the uptake of neutral amino acids and that are implicated in mTORC1 regulation in T-cells^58^, but have not yet been studied in B-cells (Fig. 6F, Supplemental Table S5). Of note, SLC38A2 family member SLC38A9 is a lysosomal membrane protein that is a major regulator of lysosomal amino acid sensing^59, 60^.

To then directly investigate BCR/TLR co-activation effects on lysosomal BCAA and BCKA, we performed targeted LC/MS analysis in whole cells, or in lysosomes immunopurified from resting versus αIgM+CpG stimulated Rael HA-LysoIP cells. Whole cell Leu, Ile and Val BCAA pools each significantly increased upon BCR/TLR9 co-stimulation. However, lysosomal Leu and Ile levels instead substantially decreased, suggesting that these amino acids were exported from lysosomes upon αIgM+CpG stimulation. Whole cell BCKAs remained unchanged by BCR/TLR stimulation, whereas BCKAs were not detected in immunopurified lysosomes (Fig. 6G). Collectively, our results support a model where BCAT1 augments Leu and Ile synthesis at the lysosomal membrane to support mTORC1 hyper-activation (Fig. 6H).

### BCAT1 inhibition suppressed MCD DLBCL tumor growth *in vitro* and *in vivo*

mTORC1 is hyper-activated by the My-T-BCR complex in MCD DLBCL, where BCR, TLR9 and MyD88 form a super-complex that co-localizes with mTORC1 on endolysosomes^18^. To gain insights into whether TLR9/BCR co-activation causes similar remodeling in primary B-cells and in MCD DLBCL, we cross-compared proteomes from aIgM/CpG-stimulated primary B-cells or the tumor-derived MCD DLBCL HBL1 cell line with resting primary B-cells. Interestingly, a group of metabolic proteins were similarly upregulated in αIgM+CpG and in HBL1, presumably by My-T-BCR signaling in both contexts, including BCAT1 and SLC7A5. Using a fold change of ≥2 as the threshold, we identified that 1280 proteins were commonly upregulated by αIgM+CpG and in HBL1, relative to their resting primary B-cell levels (Fig. 7A, **Supplemental Table S6**). STRING analysis^61^ identified multiple metabolic subnetworks upregulated in both activated B-cell contexts, including branched-chain amino acid metabolism (Fig. 7B).

To determine if BCAT1 activity is likewise important for MCD DLBCL proliferation in vitro, we tested ERG245 effects on HBL1 and OCI-LY10. ERG-245 reduced phospho-S6 levels, indicating its inhibitory effects on mTOR signaling (Fig. 7C). ERG245 significantly reduced proliferation of both MCD cell lines (Fig. 7D), which was further supported by the observation that CRISPR editing of BCAT1 also impaired HBL1 proliferation (Fig. 7E). To extend this observation *in vivo,* we established HBL1 xenografts in NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice. HBL1 tumors were grown for approximately 14 days post-implantation, until tumor volumes reached 32–64 mm^3^. Mice were then treated weekly with either vehicle control or ERG245 at doses of 5 or 20 mg/kg, via intraperitoneal injection (Fig. 7F). There was no significant difference in body weight observed between mice treated with vehicle control versus ERG245 at either the 5 or 20 mg/kg dose over the following three weeks (Extended data Fig. 7E), indicating that ERG245 was well-tolerated. However, tumor volumes were significantly smaller from day 12 onwards in ERG245 treated mice, in a dose-dependent manner (Fig. 7G). Tumor volumes of OCI-LY10 xenografts were also significantly reduced by ERG245 (Extended data Fig. 7F). To further extend these results, we next tested ERG245 effects on a MCD DLBCL patient derived xenograft (PDX) model. 2 weeks following establishment of the C007 PDX, ERG245 was dosed 3 times per week at 20 mg/kg (Fig. 7H). ERG245 significantly decreased PDX tumor volumes, beginning at day 7 post ERG245 dosing, and also significantly increased body weight of C007 PDX carrying mice (Fig. 7I, Extended data Fig. 7G).

## Discussion

B lymphocytes are uniquely positioned to integrate a wide range of antigenic, PAMP and T cell cues^1, 2, 62–65^. As a result, it is hypothesized that a ‘signaling code’ drives distinct B-cell responses to receptor stimuli28. However, much has remained to be learned about how key T-cell dependent versus independent B-cell stimuli remodel immunometabolism networks to control B-cell activity. Here, we present a multi-omic compendium of acute primary human CD19+ peripheral blood B-cell responses to BCR, TLR9, CD40 and/or IL-4R activation, each of which are prominent drivers of naive B-cell responses. We found that BCR and TLR9 jointly induce PD-L1 as well as the transaminase BCAT1, which is targeted to lysosomes to support mTORC1 hyper-activation.

CpG alone strongly upregulated primary human B-cell PD-L1 mRNA, in agreement with a recent study^66^. Unexpectedly, BCR co-activation was also required to induce PD-L1 plasma membrane expression. OXPHOS and reductive stress further modulated PD-L1 expression. Consistent with the finding that NAD supports PD-L1 expression^67^, BCR/TLR9 co-stimulation hyper-induced NAMPT. However, in contrast to this prior study which found a key NAD-dependent interferon regulatory factor 1 (IRF1) role in PD-L1 induction, BCR/TLR9 did not induce IRF1, suggesting a distinct mechanism of NAD-regulated PD-L1 induction. It will therefore be of interest to explore whether the mitochondrial complex I inhibitor metformin synergizes with checkpoint blockade. 

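IRF1 stood at 1659 ± 298 normalized counts in unstimulated primary B-cells and at 305 ± 165 after 24 h with αIgM+CpG (SD, n = 3; log2 fold change -2.57, SE 0.35, adjusted p = 0.000553, limma). The mean was 511 ± 344 with CpG alone, 1136 ± 300.3 with αIgM alone and 397 ± 184 with CD40L+IL4.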

B-cells are abundant in the tumor microenvironment (TME), where they play major roles in therapeutic responses to checkpoint therapy^68, 69^. B-cell rich tertiary lymphoid structures are observed in subtypes of sarcoma, melanoma and renal cell carcinoma that have improved responses to checkpoint blockade^70–72^. Our results raise the possibility that BCR/TLR signaling, perhaps in response to tumor antigens and nucleic acids released by dying tumor cells in the necrotic core, may support B-cell checkpoint signaling in the TME to drive PD-L1 expression.

Immunometabolic regulation is critical for supporting B-cell proliferation and effector functions^28, 73^. Our data suggests that BCR/TLR9 induce BCAA production by BCAT1 at the lysosome membrane to support mTORC1 hyperactivation, B-cell growth and survival. How BCAT1 homes to lysosomal membranes remains an intriguing question. Since this has not been observed in other cell types, an intriguing possibility is that My-T-BCR itself may recruit BCAT1 to endolysosomes^18^. Alternatively, BCR/TLR9 stimulation causes major lysosomal remodeling and may induce a protein or post-translational modification to target BCAT1 to lysosomes. In support, highly spatially delineated roles are emerging as a theme in BCAT biology. For instance, a distinct spatially constrained mitotic spindle BCAT1-localized role was recently observed in epithelial cells^74^, and BCAT2 also exerts a spatially regulated role, in which it forms a mitochondrial BCAA metabolon together with branched-chain α-keto acid dehydrogenase to shuttle BCAA catabolites into the TCA cycle^75^.

While BCAT1 catalyzes reversible transamination reactions, BCAA catabolism typically predominates^76, 77^. We provide evidence that BCAT1 fluxes in both directions in BCR/TLR9-stimulated cells, but that the majority of labeled leucine was [^13^C,^15^N]-leucine (m+7), suggesting that BCAA synthesis predominates. We speculate that the specific location of BCAT1 can determine its catabolic and anabolic activity. To test this hypothesis, subcellular mass spectrometry imaging^78^ could be used to measure [^13^C,^15^N]-leucine in the lysosomal vicinity. Also suggestive of an anabolic role, BCR/TLR9 did not increase protein levels of the branched-chain a-keto acid dehydrogenase complex (BCKDC), which catalyzes the irreversible conversion of BCKA to acetyl- and succinyl-CoA for TCA metabolism. Notably, BCAT1 promotes BCAA production in BCR-ABL driven chronic myelogenous leukemia, in which BCAT1 blockade impairs B-cell proliferation and causes differentiation^77^.

BCAT1 is expressed in CD4+ T-cells, where it drives BCAA catabolism to instead downmodulate mTORC1 activity^79^. BCAT1 also catabolizes BCAA in activated macrophages^36^. Interestingly, CD8 T-cell BCAT1 instead supports effector functions, though does not influence BCAA levels^39^. We speculate that differences in glutamine and BCKA levels may account for these differences. Notably, increased glutamate levels in EZH2-mutant acute myelogenous leukemia drive BCAA production by BCAT1 to support mTORC1 and also to restrict aKG levels^80^. It will therefore be of interest to determine whether BCAT1 homes to lysosomes in these other hematopoietic cell contexts.

Novel therapeutic targets are needed for the treatment of a wide range of pathological B-cell states^64^. BCAT1 may therefore constitute an intriguing metabolic vulnerability, including in MCD DLBCL and in certain autoimmunity states, including systemic lupus erythematosus, where BCR/TLR7 drives pathology. Since BCAT1 inhibition also increases CD4+ T-cell mTORC1 activation and ameliorates CD8+ T-cell exhaustion, BCAT1 antagonists may be particularly promising for DLBCL. BCAT1 antagonists may also exert synergy with glutaminase to further reduce BCAA levels and mTORC1. BCAT1 may also serve as a novel biomarker for pathological BCR/TLR9-driven B-cell states.

In summary, we used multi-omic profiling to systematically characterize primary human B-cell responses to key receptor stimuli. Collectively, our studies provide a major resource for primary human B-cell immunometabolism investigation. We identified major immunometabolism pathways that differ on the transcriptional, proteomic and metabolomic levels with receptor-driven metabolism reprogramming. BCR/TLR9, but not CD40/IL4 co-stimulation, highly induced BCAT1, which trafficked to lysosomal membranes to support BCAA synthesis and mTORC1 hyperactivation. BCAT1 was critical for BCR/TLR9 but not CD40/IL4 driven primary B cell growth and survival. BCAT1 inhibition significantly impaired growth of BCR/TLR9-pathway dependent MDC DLBCL xenografts *in vivo*, identifying BCAT1 as a promising novel B-cell lymphoma therapeutic target.

## Methods

### Cell lines and reagents

Rael Burkitt cells, HBL1, OCI-LY10 and TMD8 DLBCL cells were obtained from Ethel Cesarman. HBL1 with stable *Streptococcus pyogenes* Cas9 expression were generated by lentiviral transduction and blasticidin selection (5 μg/ml), as previously described^82^. Rael with stable TMEM192-HA were generated by lentiviral transduction using pLJC5-Tmem192–3xHA (Addgene plasmid #102930, a gift from David Sabatini). B-cells were grown in RPMI 1640 medium (Gibco, Life Technologies) with 10% fetal bovine serum (FBS, Gibco) in a humidified incubator at 37°C with 5% CO2 and routinely certified as mycoplasma-free, using the MycoAlert kit (Lonza). 293T were obtained from ATCC and grown in Dulbecco’s Modified Eagle’s Medium (DMEM) with 10% FBS. For selection of transduced cells, puromycin was added at the concentration of 3 μg/ml. The BCAT1 inhibitor ERG245 was obtained from Adonia E. Papathanassiu and used at 100 μM for *in vitro* experiments. ERG-24 was used at 5mg/kg or 20mg/kg for *in vivo* mouse xenograft experiments, as indicated. Sodium pyruvate and lactate (Sigma-Aldrich) were used at 1:9 or at 9:1 mM ratios. Oligomycin was used at 10nM. Piericidin A was used at 100nM. Ibrutinib was used at 0.01μM. R-2-hydroxyglutarate (R-2HG) and alpha-ketoglutarate (αKG) were used at 100μM. All cell lines were routinely tested for mycoplasma by the Lonza Mycoalert kit, according to the manufacturer’s instructions. Antibodies used in the study was listed in Key Resources table.

### Primary Human B-cells.

Discarded, de-identified leukocyte fractions left over from platelet donations were obtained from the Brigham and Women’s Hospital Blood Bank or from the Gulf Coast Medical Center following collection of informed consent. Blood cells were collected from platelet donors following institutional guidelines. Since these were de-identified samples, the gender was unknown. Our studies on primary human blood cells were approved by the Brigham & Women’s Hospital Institutional Review Board. B-cells from Gulf Coast Medical Center were used for RNAseq analyses. Primary human B-cells were isolated by negative selection using RosetteSep Human B-cell Enrichment and EasySep Human B-cell enrichment kits (Stem Cell Technologies), according to the manufacturers’ protocols. B-cell purity was confirmed by FACS analysis of plasma membrane CD19 positivity. Cells were then cultured with RPMI 1640 with 10% FCS. 7×10^6 B-cells were used for each stimulation condition. Stimulants were added at the following concentrations: CD40L 50ng/ml (Enzo Life Sciences), CpG 0.5μM (IDT), IL4 (R&D systems) 20ng/ml and aIgM at 1ug/ml. Cells were treated in cultured in the absence of stimulation or stimulated by, CD40L only, CpG only, IL4 only, aIgM only, CD40L+CpG, CD40L+IL4, CpG+ aIgM, CD40L+ aIgM, and CD40L+ aIgM+IL4. Cells were treated for 24 hours. For each experiment, cells from 3 donors were isolated and treated separately. At 24 hours, cells were counted and viability was measured using Trypan Blue staining and counted on a TC20 automated cell counter (Bio-Rad).

### B-cell line CRISPR-Cas9 editing

CRISPR/Cas9 engineering was performed using stable Cas9 expression and Broad Institute Brunello library sgRNA sequences. sgRNA oligos were obtained from Integrated DNA Technologies and cloned into the pLentiGuide-Puro vector (Addgene plasmid #52963, a gift from Feng Zhang). Lentiviruses were produced in 293T cells by co-transfection of pLentiGuid-puro with psPAX2 and VSV-G packaging vectors. At 24 hours post transfection, the cell culture media was changed to RPMI-1640+10% FBS. Two rounds of lentiviral transduction were performed at 48 and 72 hours post-transfection. Transduced cells were selected by puromycin (3 μg/ml), added 48 hr post-transduction. Depletion of target gene encoded protein expression was confirmed by immunoblot.

### Primary B-cell CRISPR-Cas9 editing using crRNA-tracrRNA-Caspase 9 RNP system

To create a RNP complex for knocking out BCAT1 in human primary-B-cells, a mixture of 2.2 μL crRNA, 2.2 μL tracrRNA, and 5.6 μL duplex buffer was heated to 95°C for 5 minutes and then cooled to room temperature. The crRNA-tracrRNA complex was then combined with 0.6 μL of caspase 9 to assemble the RNP complex, which was incubated for 20 minutes at room temperature. The RNP complex was mixed with washed human primary-B-cells suspended in buffer T, then electroporated using parameters of 1700V, 20ms width, and 1 pulse. Finally, the cells were added to prewarmed media. To enhance the knock-out efficiency, a 1:1 mixture of two BCAT1 crRNA-tracrRNA-Cas9 RNP complexes was electroporated simultaneously.

### Immunoblot analysis

Immunoblot was performed as previously described^83^. In brief, whole cell lysates (WCL) prepared by boiling cells in 1× Laemmli buffer were separated by SDS-PAGE electrophoresis, transferred onto the nitrocellulose membranes, blocked with 1% BSA in TBST buffer and then probed with relevant primary antibodies at 4 °C overnight, followed by secondary antibody incubation for 1 h at room temperature. Blots were then developed by incubation with ECL chemiluminescence for 1 min (Millipore) and images were captured by Licor Fc platform. Bands intensities were measured where indicated by Image Studio Lite Version 5.2. All antibodies used in this study were listed in the Key Resources Table.

#### Puromycin analysis of protein translation.

Two million cells were seeded at 0.3 million per ml in RPMI-1640+10% FBS. Puromycin (10 mg/ml) was added for 20 min at 37°C. WCLs were prepared and analyzed by immunoblot, using an anti-puromycin monoclonal antibody to visualize newly synthesized polypeptides.

### Flow cytometry analysis

Flow cytometry was performed on a BD FacsCalibur instrument. For live cell antibody staining, 1× 10^6^ cells were washed twice with FACS buffer (PBS, 1mM EDTA, and 0.5% BSA) and then stained with fluorophore conjugated PD-L1 or IL-10 primary antibodies for 30 minutes on ice. Labeled cells were then washed three times with FACS buffer prior to the flow cytometry. For CFSE staining, primary B-cells were stained with 10 μM CFSE for 15 minutes at 37°C, washed, resuspended at 100,000 cells/mL and then treated with indicated conditions. 2NBDG (2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose; ThermoFisher) was used to assess the real-time glucose uptake of human primary-B-cells by flow cytometry, as described previously^26^. eBioscience^™^ Cell Proliferation Dye eFluor^™^ 670 (5uM) was used for measuring total protein content in human primary-B-cells following the manuals. Cells were then analyzed by FACS. FACS data were analyzed with FlowJo V10.

### Growth curve analysis and caspase activation assay

Cells were counted and then normalized to the same starting concentration, using the CellTiterGlo (CTG) luciferase assay (Promega, Cat#G7570). Live cell numbers were quantitated at each timepoint by CTG measurements, and values were corrected for tissue culture passage. Fold change of live cell number at each timepoint was calculated as a ratio of the value divided by the input value. For long-term assays, chemicals were refreshed at every 72 hours in fresh media. Caspase 3/7 activity was quantified by Caspase-Glo assays (Promega) according to manufacturer’s manual, and normalized to the cell number of the same sample determined by CTG assay. All values were quantitated on a Molecular Devices plate reader.

### RNAseq analysis

Total RNA was isolated by the RNeasy Mini kit (Qiagen), following the manufacturer’s manual. An in-column DNA digestion step was included to remove the residual genomic DNA contamination. To construct indexed libraries, 1 μg of total RNA was used for polyA mRNA-selection, using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs), followed by library construction via the NEBNext Ultra RNA Library Prep Kit (New England Biolabs). Each experimental treatment was performed in triplicate. Libraries were multi-indexed, pooled and sequenced on an Illumina NextSeq 500 sequencer using single-end 75 bp reads (Illunima) at the Dana Farber Molecular Biology core. Adaptor-trimmed Illumina reads for each individual library were mapped back to the human GRCh37.83 transcriptome assembly or EBV Akata genome (assession#: KC207813.1) using STAR2.5.2b^84^. Feature Counts was used to estimate the number of reads mapped to each contig^85^. Only transcripts with at least 5 cumulative mapping counts were used in this analysis. DESeq2 was used to evaluate differential expression (DE)^86^. DESeq2 uses a negative binomial distribution to account for overdispersion in transcriptome datasets. It uses a conservative analysis that relies on a heuristic approach. Each DE analysis used pairwise comparison between the experimental and control groups. Differentially expressed genes were identified and a p values < 0.05 and absolute fold change > 2 cutoff was used. Differentially expressed genes were subjected to Enrichr analysis which was employed to perform gene list-based gene set enrichment analysis on the selected gene subset. The algorithm used to calculate combined scores was described previously^87^. P value and log2 fold change were generated with DESeq2 under default settings with Wald test and normal shrinkage, respectively. Top 5 Enrichr terms that passed the adjusted p-value cutoff were visualized using Graphpad Prism 7.

Volcano plots were built with Graphpad Prism7. Heatmaps were generated by feeding Z-score values of selected EBV genes from DESeq2 into Morpheus software (https://software.broadinstitute.org/morpheus/).

### Confocal microscopy

Cells were seeded on glass slides in PBS, air dried and then fixed with 4% paraformaldehyde (PFA) in PBS for 10 minutes. PFA was removed and fixed cells were permeabilized with 0.1% Triton-X in PBS. Slides were blocked with 1% IgG-free BSA (Sigma-Aldrich, Cat# A2058) in PBS for 30 minutes at room temperature. Cells were incubated with primary antibodies against BCAT1 (Cell Signaling, 1:200) and LAMP1 (Santa Cruz, 1:100) or TOMM20 (Santa Cruz, 1:100) in PBS containing 1% BSA for 1 hour at 37°C. Slides were then washed three times and then incubated with secondary antibodies (Alexa Fluor 488-conjugated goat anti-mouse and Alex Fluor 594-conjugated goat anti-rabbit, diluted 1:250 in PBS) for 1 hour at 37°C. Slides were washed three times in PBS and incubated with 100 uL of Hoechst 33258 (10 μg/mL in PBS) for 10 minutes. Cells were then washed three times with PBS. ProLong Gold anti-fade was applied to the slide, which was then sealed with a No. 1.5 coverslip. Image acquisition was performed with the Zeiss LSM 800 instrument. Image analysis was performed with the Zeiss ZEN Blue software.

### Lysosomal immunopurification (LysoIP)

20 million cells were collected for each LysoIP. The cells were rinsed with PBS twice, then centrifuged for 2 minutes at 1000 g at 4°C, resuspended in 1 mL KPBS (136 mM KCl, 10 mM KH2PO4, pH 7.25 and was adjusted with KOH).The cells were homogenized with 55 strokes of a 2 mL homogenizer. The homogenized mixture was centrifuged for 2 minutes at 1000 g at 4°C. Anti-HA magnetic beads were prewashed with KPBS. 50 uL of the beads were placed in a 1.5 mL tube, mixed with 175 uL KPBS, and then separated using a magnetic stand. The supernatant was incubated with 25 uL of the KPBS prewashed anti-HA magnetic beads for 15–30 minutes (3 minutes for metabolite extraction). Immunoprecipitated lysosmes were washed 3 times with 300 uL KPBS using a DynaMag Spin Magnet. All buffers used in the experiment were pre-chilled on ice. For immunoblot analysis 100 uL of SDS-PAGE sample buffer was added to the tube and mixed with vortexing and boiled for 10min. For proteomics analysis, proteins from the isolated lysosomes were extracted by 5% formic acid. For targeted metabolomics, lysosomal metabolites were extracted with dry-ice cold 80% methanol.

### Intracellular metabolite profiling

For profiling for 10 stimulation conditions of human primary-B-cells, 5×10^6^ cells were seeded into a T25 flask with 10 mL of fresh RPMi-1640, supplemented with 10% FBS. 24 hours after seeding, 3×10^6^ cells were pelleted and resuspended in fresh media for additional 3 hours prior to intracellular metabolite extraction.

For profiling of ERG245 treated human primary-B-cells, 5×10^6^ cells were treated with vehicle or 100μM ERG245 1 hour prior to αIgM+CpG or CD40L+IL4 stimulation. At 24h post stimulation, 3×10^6^ live cells from each condition were pelleted and resuspended in fresh RPMI-1640 media, supplemented with 10% dialyzed FBS for 3 hours prior to intracellular metabolite extraction.

Cells were pelleted and washed with 5 mL of room temperature PBS. Pellets were resuspended in 1 mL of dry ice cold 80% methanol, incubated at −80°C for 30 minutes and centrifuged at 21,000 × g for 5 minutes to precipitate proteins. For mice xenograft tumors, 100mg of tumor tissues were washed once with PBC and submerged in 500 μl of 80% (vol/vol) HPLC-grade methanol (cooled to −80 °C). The tissues were smashed/grinded for 1–2 min with small pestle/tissue grinder on dry ice in the tube, vortex for 1 min at 4–8 °C and incubate for 4 hours at −80 °C. The tissues were then centrifuged at 21,000g for 10 min using a refrigerated centrifuge (4–8 °C). The supernatant was collected in pre-chilled tubes and stored at −80°C. On the day of analysis, supernatants were incubated on ice for 20 minutes and clarified by centrifugation at 21,000 × g at 4°C. At the Beth Israel Mass Spectrometry core, supernatants were dried down in a speed vacuum concentrator (Savant SPD 1010, Thermofisher Scientific) and resuspended in 100μL of 60/40 acetonitrile/water. The samples were then vortexed, sonicated in ice-cold water for 1 minute, and incubated on ice for 20 minutes. Supernatants were collected in an autosampler vial after centrifugation at 21,000 × g for 20 minutes at 4°C. Pooled QC samples were generated by combining ~15μL of each sample. Metabolite profiling was performed using Dionex Ultimate 3000 UHPLC system coupled to Q-Exactive plus orbitrap mass spectrometer (ThermoFisher Scientific, Waltham, MA) with an Ion Max source and HESI II probe operating in switch polarity mode. A zwitterionic Sequent zic philic column (150 × 2.1mm, 5μm polymer, part # 150460, MilliporeSigma, Burlington, MA) was used for polar metabolite separation. Mobile phase A (MPA) was 20mM ammonium carbonate in water, pH9.6 (adjusted with ammonium hydroxide) and MPB was acetonitrile. The column was held at 27°C, injection volume 5μL, autosampler temperature 4°C and LC conditions at flow rate of 0.15 mL/min were: 0min: 80% B, 0.5min: 80% B, 20.5min: 20% B, 21.3min: 20%B, 21.5min: 80% B with 7.5min of column equilibration time. MS parameters were: sheath gas flow 30, aux gas flow 7, sweep gas flow 2, spray voltage 2.80kV for negative & 3.80kV for positive, capillary temperature 310°C, S-lens RF level 50 and aux gas heater temp 370°C. Data acquisition was done using Xcalibur 4.1 (ThermoFisher Scientific) and performed in full scan mode with a range of 70–1000m/z, resolution 70,000, AGC target 1e6 and maximum injection time of 80ms. Data analysis was performed in Compound Discoverer 3.1 and Tracefinder 4.1. Samples were injected in randomized order and pooled QC samples were injected regularly throughout the analytical batch. Metabolite annotation was done base on accurate mass (±5ppm) and matching retention time (±0.5min) as well as MS/MS fragmentation pattern from the pooled QC samples against in-house retention time +MSMS library of reference chemical standards. Metabolites with CV<30% in pooled QC were used for the statistical analysis. The quality of integration for each metabolite peak was reviewed. Metabolites with p-values < 0.05, log_2_(fold change)>1 or <−1 were used for pathway analysis using MetaboAnalyst 5.0 (https://www.metaboanalyst.ca/MetaboAnalyst/ModuleView.xhtml).

### BCAT1 Isotope Tracing

B-cells were treated with ERG245 for 1 hour prior to aIgM+CpG stimulation. 24hr later, cells were incubated with 2 mM of ^15^2N -Glutamine and 381 μM of ^13^C_6_-leucine for 8, 16 and 24 hours. Equal number of cells were spun down for 5 minutes at room temperature and the supernatant was aspirated off. Metabolism was quenched by addition of 1 mL of dry ice cold methanol. Samples were vortexed upon methanol addition. Samples were stored at −80°C until analysis. On the day of analysis, samples were thawed on ice and then centrifuged at 21,000g and 4°C for 20 minutes. Supernatants were dried down using the Genevac EZ-2 elite vacuum dryer. Dried extracts were re-suspended in 120μL of water, vortexed, sonicated for 2 minutes in an ice-cold water bath, and clarified by spinning down at 21,00g for 20 minutes at 4°C. 5 μL of supernatant was injected onto a HSS-T3 column (2.1×100 mm, 1.8μM, part # 186003539 Waters Corporation). Column oven and autosampler temperatures were 30°C and 4°C respectively. The mobile phase A (MPA) was 0.1% formic acid in water and mobile phase B (MPB) was 0.1% formic acid in methanol. LC gradient conditions at a flow rate of 0.3mL/minute were: 0 min: 2.5% B, 1.5 min: 2.5%B, 8 min- 65%B, 9– 90% B, 10.8 min: 90% B, 11min : 2.5% B and 15 min : 2.5 % B. Metabolite detection was performed using a Dionex Ultimate 3000 UHPLC system coupled to a Q-Exactive Plus orbitrap mass spectrometer (ThermoFisher Scientific, Waltham, MA) with an Ion Max source and HESI II probe operating in polarity switching mode. MS parameters were: sheath gas flow = 30, aux gas flow = 7, sweep gas flow = 2, spray voltage = 2.80 for negative & 3.30 for positive ion modes, capillary temperature = 310°C, S-lens RF level=50, aux gas heater temp: 370°C. Data acquisition was performed using an Xcalibur 4.1 (ThermoFisher Scientific) in full scan mode with a range of 70–1000m/z, a resolving power of 70,000, an AGC target of 1 × 10^6^ and maximum injection time of 100 ms. Data analysis was done using Tracefinder4.1 software. Natural abundance correction was performed using IsoCorrectoR (Heinrich et al., 2018)

### Proteomics LC-MS/MS analysis

Sample Preparation for Mass Spectrometry Experiments (10 conditions)

Samples were prepared for LC-MS/MS experiments are described previously1. Clarified flash-frozen lysates were thawed and reduced by the addition of 5mM tris(2-carboxyethyl)-phosphine (TCEP) and reactive cysteines were blocked by alkylation through the addition of iodoacetamide (IAA) to a final concentration of 10mM. To prevent overalkylation, the reaction was quenched by the addition dithiothreitol (DTT) to a concentration of 15mM. A trigger channel was created by mixing 10uL from each lysate. Samples were than precipitated by the chloroform-methanol method.

Precipitated treated lysates were digested overnight with Lys-C (Wako), carried out at room temperature, at an approximated 1:100 protease:protein. This was followed by the addition of sequencing grade Trypsin (Promega) at 37°C for 6 hours for further proteolytic digestion. Digested samples were labelled at room temperature with TMT-11 reagents for 90 minutes and then quenched with hydroxylamine. To check labelling efficiency and overall relative sample abundance, 2μL from each TMT-labelled sample were combined to create a ratio check as samples were normalized by cell count. Samples were then combined with equal volume following the assumption of equal cell counts except for the anti-IgM+CpG sample. Review of the ratio check indicated that the sample treated with anti-Igm+CpG was over 4x more abundant than the least abundant sample. As such, the amount of anti-IgM+CpG sample added to the final combination was halved to reduce the effects of compositional proteomics2.

The combined TMT-labelled sample was then flash-frozen and dried down by vacuum centrifugation before resuspension in a formic acid solution such that pH of sample was below 3 (approximate final concentration of formic acid was 3%). The acidified sample was then desalted through a C18 solid phase extraction column (Waters) and dried down by vacuum centrifugation. Samples were resuspended in a 10mM ammonium bicarbonate and 5% acetonitrile solution for off-line basic pH reversed phase (BPRP) fractionation.

Sample Preparation for Mass Spectrometry Experiments (3 conditions)

Samples were prepared for LC-MS/MS analysis as described above except samples were normalized to total protein amount. A protein bicinchoninic acid assay was used on clarified lysate before reduction and alkylation. Additionally, after labelling samples with TMT-11 reagents, samples were normalized based on ratio check data to ensure a 1:1:1:1:1:1:1:1:1 total protein ratio was observed as described previously1.

### Off-line BPRP Fractionation

TMT-labelled samples suspended in 10mM ammonium bicarbonate and 5% acetonitrile were subjected to off-line BPRP high performance liquid chromatography on an Agilent 1100 pump with degaser and photodiode array detector. Elution occurred over a 13–37% acetonitrile 50-minute gradient in 10mM ammonium bicarbonate. The instrument separated the TMT-labelled sample into 96 fractions, collected in plate for by an automated fraction collector. To reduce redundancy, the 96 fractions were combined into 24 fractions as described previously. These 24 fractions were dried down by vacuum centrifugation and resuspended in 1% formic acid. A final cleanup step was performed by desalting each fraction over C18 stop-and-go extraction tips (STAGE tips), before resuspension in a loading buffer comprised of 5% acetonitrile and 5% formic acid.

### LC-MS/MS Experiments

For each BPRP fractionated sample, 12 of the 24 fractions were selected for LC-MS/MS analysis to reduce redundant identifications. Each fraction was analyzed on a Thermo Orbitrap Fusion Lumos with a Proxeon EASY-nLC 1200 system before the source (Thermo Fisher Scientific, San Jose). The mass spectrometer was operated in a data-dependent centroid mode for all SPS-MS3 methods. On-line chromatography was performed on a 100μm inner diameter microcapillary column packed with 35cm of Accucore C18 resin was used. Approximately 2μg of labelled peptides were loaded onto the column. Spectra were acquired across a 90-minute LC gradient ranging from 6–25% acetonitrile in 0.125% formic acid. For the 10-condition experiment, a real-time search method was employed in the instrument such that SPS-MS3 scans would not trigger unless a successful Comet search result was obtained from a preceding MS2 scan3. For the 3-condition experiment, in lieu of real-time search a field asymmetric wave form ion mobility spectrometry (FAIMS) device was attached ahead of the mass spectrometer’s source. The FAIMS was operated as described previously with 3 CV offsets set at −40, −60, and −80; SPS-MS3 scans were triggered with a traditional Top 10 protocol4. MS1 scans were obtained (Orbitrap resolution: 120,000; mass range: 400–1400 m/z; Automatic Gain Control (AGC) target = 200,000, maximum ion injection time: 100ms) prior to a low-resolution MS2 scan utilizing CID (Collision energy: 35%; maximum injection time: 35ms; AGC target: 20,000; Isolation window: 0.7 Th). Precursors from the MS1 spectra were selected for MS2 by a Top 10 method. In the case of the 10-condition experiment, MS3 scans were sent from the real-time search algorithm. For the 3-condition experiment, the SPS-MS3 scan encoded into the method was a Top 10 method (Orbitrap Resolution: 50,000; Scan Range: 100–500 m/z; maximum injection time: 120ms; AGC Target: 150,000).

### LC-MS/MS Data Analysis

Spectra from all mass spectrometry experiments were processed and searched with an in-house Sequest-based software pipeline as described previously1,5,6. Raw data acquired on mass spectrometer instruments were converted into an mzXML format before a Sequest search was executed against a human proteome database (Uniprot Database ID: 9606, downloaded February 4, 2014). This database was concatenated with common laboratory contaminants and a database comprised of all protein sequences reversed. Ion tolerances for precursor and product ions were set to 50ppm and 0.9 Da respectively. A variable mass difference of +15.99491 Da was assigned to methionine residues to account for potential oxidation. Additionally, fixed modifications on cysteine (+57.02146 Da) and lysine and the peptide N-terminus (+229.16293 Da) were assigned to account for protective alkylation and TMT-11 labelling, respectively.

The peptide level false discovery rate (FDR) was determined using the target-decoy method and controlled to 1% by linear discriminant analysis before protein level FDR correction to 1% was performed using the principles of parsimony as described previously1,6–8. Signal-to-noise ratios (SNR) for TMT reporter ions were extracted from high resolution SPS-MS3 scans. A quality control lter of 200 SNR and isolation specificity, a measure of a scan’s isolation purity, of 0.5 were imposed on the data for each experiment9. Protein level estimation for each sample was determined as the sum SNR of the appropriate TMT reporter-ion channel from all contributing peptides identified and quantified in the experiment. For the 10-condition experiment, protein level abundances were normalized across all TMT-reporter ion channels under the assumption that total protein levels were consistent across all TMT-channels before an additional normalization step ensuring that protein levels of SORL1, SUDS3, GRAP, CHMP1B, TCL1A, MECP2, ABHD10, STAP1, and PSIP1 were consistent across all TMT-channels based on RNAseq data. For the 3-condition experiment, protein level abundances were normalized across all TMT-reporter ion channels under the assumption that total protein levels were consistent across all TMT-channels.

Relative protein ratios were calculated between protein TMT reporter-ion SNR levels in a patient-matched fashion before averaging across the calculated ratios. When comparing patient samples to laboratory cell lines (in the case of the 3-conditoin experiment) protein TMT reporter-ion SNR levels were averaged before calculating a ratio. Two-factor analysis of variance was used to calculate significance to account for patient-to-patient variation. Tukey’s Honestly Significant Difference post-hoc tests were then used to identify nominal p-values between pairwise comparisons.

### Mouse xenograft experiments

Mouse xenograft experiments were done in accordance with the Institutional Animal Care & Use Committee (IACUC# 2017–0035) of Weill Cornell Medical Center (WCMC).

Twelve NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) immunocompromised mice were subjected to bilateral xenotransplantation with a finely minced 2–3mm^3^ piece of MCD DLBCL, HBL1 for two weeks. Once the tumor volumes reached the range between 30–60mm^3, mice were randomly divided into 3 groups. Vehicle, 5mg/kg, or 20mg/kg ERG245 was injected intraperitonially, once a week, into the mice in the three groups respectively. Tumor growth was monitored for an additional 3 weeks.

Twelve NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) immunocompromised mice were subjected to bilateral xenotransplantation with a finely minced 2–3mm^3^ piece of MCD DLBCL, OCI-LY10 for two weeks. Once the tumor volumes reached the range between 30–60mm^3, mice were randomly divided into 3 groups. Vehicle, 5mg/kg, or 20mg/kg ERG245 was injected intraperitonially, once a week, into the mice in the three groups respectively. Tumor growth was monitored for an additional 4 weeks.

Twelve NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) immunocompromised mice were subjected to bilateral xenotransplantation with a finely minced 2–3mm3 piece of patient derived MCD DLBCL tumor C007 for two weeks. Once the tumor volumes reached the range between 30–60mm^3, mice were randomly divided into 2 groups. Vehicle or 20mg/kg ERG245 was injected intraperitonially, three times a week, into the mice in the two groups respectively. Tumor growth was monitored for an additional 2 weeks.

Digital caliper measurements and body weight were measured under 2.5% isoflurane anesthesia. Two-dimensional length (L) and width (W) measurements were used to extrapolate 3D volume using the formula (L × W^2^)/2. All animals were euthanized by CO2 asphyxiation at a flow rate 3.5L/min.

### Seahorse metabolic analysis

For mitochondrial stress test analysis, cell culture plates were layered with Cell-Tak to enable B-cell adhesion, and cells were then seeded at 500,000 per well. For standard measurements, complete bicarbonate-free RPMI-1640 supplemented with 25 mM HEPES, 10% dialyzed FBS and 2 mM L-glutamine was used as the growth media during the period of data acquisition. Detection of changes in oxygen consumption and extracellular acidification rates was achieved with the use of Seahorse XFe96 sensor cartridges. The following mitochondrial poisons were used: 3.5 μM oligomycin, 2 μM CCCP and 100 nM piericidin A. Data acquisition was performed with the Seahorse XFe96 Analyzer (Agilent).

### Quantification and statistical analysis

Unless otherwise indicated, all bar graphs and line graphs represent the arithmetic mean of three independent experiments (n = 3), with error bars denoting standard deviations. Data were analyzed using two-tailed paired Student t test or analysis of variance (ANOVA) with the appropriate post-test using GraphPad Prism7 software. Gene ontology analysis was done with the Enrichr module using the KEGG pathway databases. Default parameters of Enrichr module was used, with the exception that the Enrichment statistic was set as classic. Metabolic pathway analysis were performed using MetaboAnalyst 3.0. Figures were drawn with commercially available GraphPad, Biorender, Microsoft Powerpoint.

## Figures and Tables

**Figure 1:**
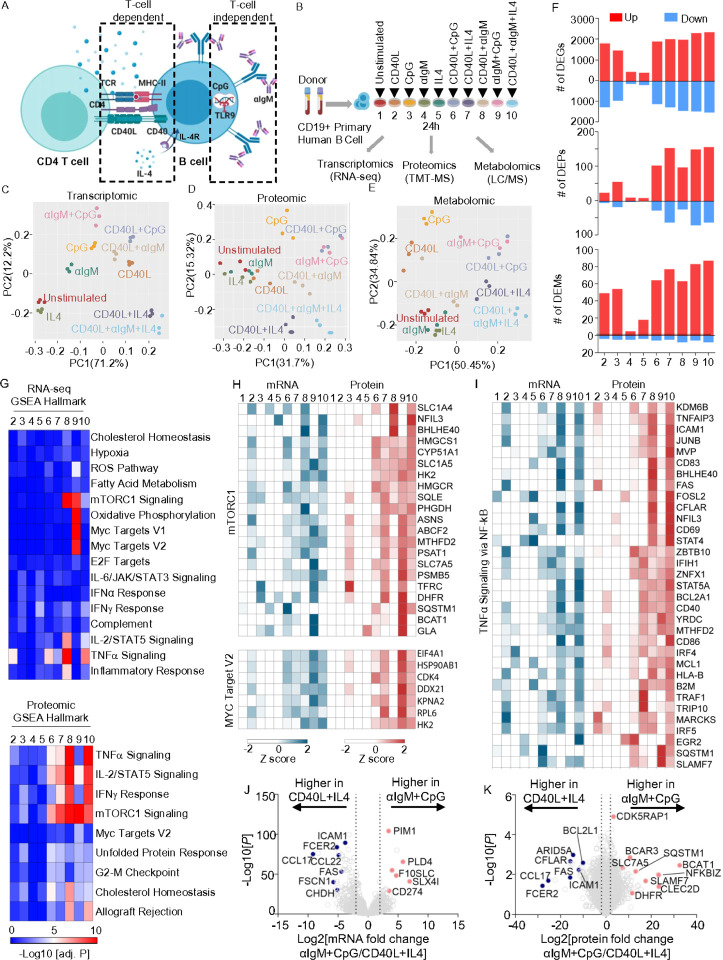
Receptor-driven B-cell activation results in different cellular responses. A) Schematic of T-cell dependent or independent B-cell activation pathways. B) Multi-omic profiling experimental design. Human primary peripheral blood CD19+ B-cells were isolated by negative selection from n=3 donors and stimulated by CD40L (50ng/ml), CpG (0.5μM), IL4 (20ng/ml), αIgM (1mg/ml) or combinations 24 hours and then profiled. C-E) Principle component analysis of transcriptomic (C), proteomic (D) and metabolomic (E) datasets. F) Numbers of differentially expressed genes (DEGs), proteins (DEP) and metabolites (DEMs) across conditions using the numbering scheme in (B), relative to unstimulated cells and using a p-value < 0.01 and a fold change > 2 or <0.5 cutoff. G) Gene Set Enrichment Analysis (GSEA) of pathways enriched across conditions at the RNA (top) or protein (bottom) levels. H) Heatmap visualization of row Z scores of mRNA and protein abundances of GSEA Hallmark mTORC1 signaling (top) and MYC target V2 (bottom) geneset. I) Heatmap visualization of row Z scores of mRNA and protein abundances of GSEA TNFa signaling via NF-kB geneset. J) Volcano plot visualization of -Log10 (p-value statistical significance) vs Log2 (mRNA abundance foldchange) from RNAseq analysis of αIgM+CpG vs CD40L+IL4 stimulated B-cells. K) Volcano plot visualization of -Log10 (p-value statistical significance) vs Log2 (protein abundance foldchange) from proteomic analysis of αIgM+CpG vs CD40L+IL4 stimulated B-cells.

**Figure 2:**
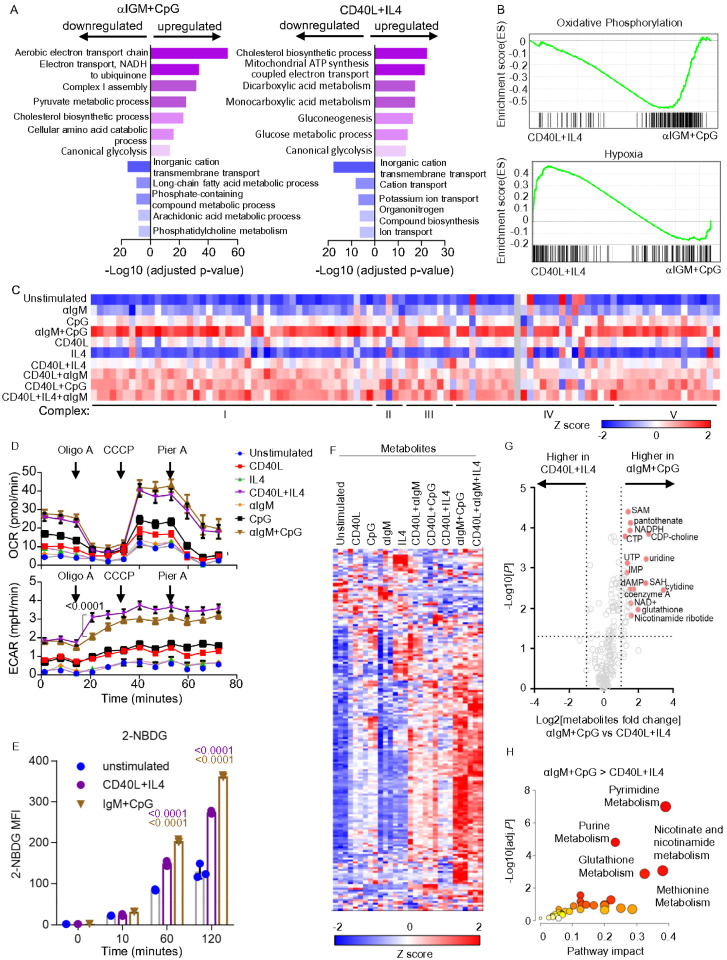
Cross-comparison of αIgM+CpG versus CD40/IL4 driven B-cell metabolism remodeling. A) Gene Ontology (GO) Biological Process analysis of genes differentially expressed in αIgM+CpG vs CD40L+IL4 stimulated B-cells, using a curated metabolism gene set^34^. B) GSEA Hallmark pathway analysis of oxidative phosphorylation (top) and hypoxia) genes in CD differentially expressed genes in αIgM+CpG vs CD40L+IL4 stimulated B-cells C) Heatmap analysis of mRNA encoding electron transport chain (ETC) components in cells stimulated as indicated. Columns display Z-score values for each ETC gene, produced by cross-comparison of the 10 conditions. D) Seahorse oxygen consumption rate (OCR, top) and extracellular acidification rate (ECAR, bottom) of primary-B-cells stimulated by indicated conditions for 24h and subject to flux analysis in the presence of the indicated ETC inhibitors. Mean ± SEM from n = 7 replicates are shown. P values were calculated by 2-way ANOVA. E) FACS analysis of primary B-cell glucose analogue 2-NBDG uptake at the indicated time points post-stimulation. Mean ± SEM from n=3 replicates. P values were calculated by Student t test. F) Heatmap analysis showing intracellular metabolites Z-scores in primary human B-cells stimulated for 24h as indicated. G) Volcano plot visualization of -Log10 (p-value statistical significance) vs Log2 (fold-change metabolite abundance) from primary B-cells stimulated by αIgM+CpG vs CD40L+IL4 for 24h, from n=3 replicates. H) MetaboAnalyst Pathway enrichment analysis of metabolites that were higher in αIgM+CpG than CD40L+IL4 stimulated cells at 24h.

**Figure 3:**
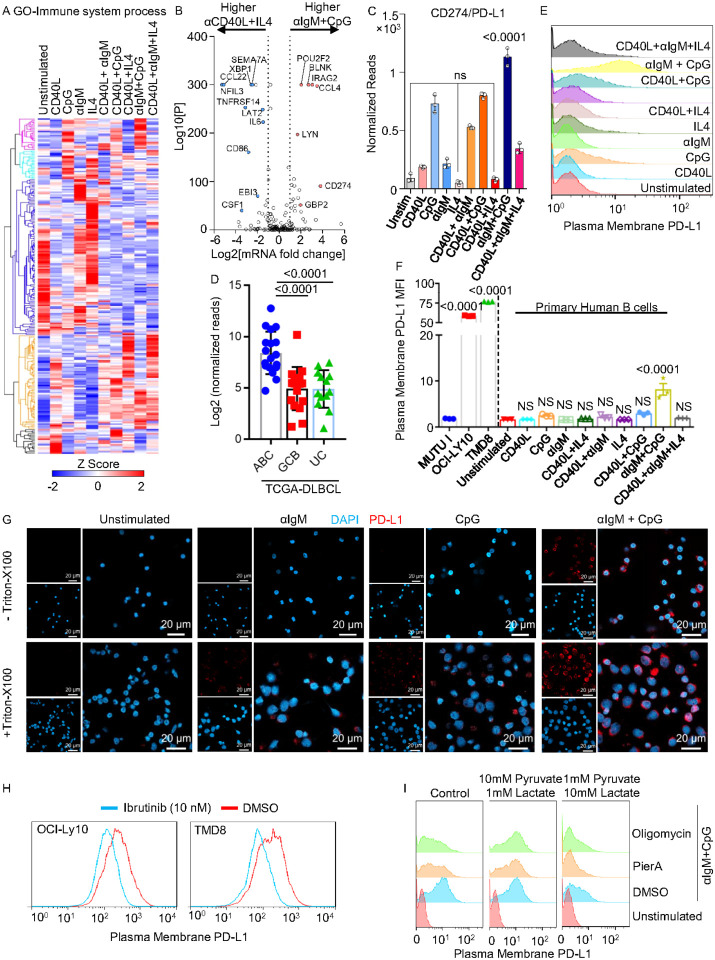
BCR/TLR9 co-stimulation jointly induces PD-L1 expression and plasma membrane trafficking. A) Gene Ontology Immune System Process gene mRNA Z-score hierarchical clustering analysis in primary human B-cells stimulated for 24h, as indicated. B) Volcano plot visualization of -Log10 (p-value statistical significance) vs Log2 (fold-change mRNA abundance) from RNAseq of αIgM+CpG vs CD40L+IL4 stimulated primary B-cells.GO Immune system process genes are displayed. C) Mean ± SEM normalized PD-L1 RNAseq reads from primary B-cells stimulated as indicated for 24h. P values were calculated by multiple t tests using Holm-Sidak method. D) Mean ± SEM Log2 normalized PD-L1 RNAseq from TCGA cohort^81^ DLBCL tumors. ABC, activated B-cell DLBCL; GCB, germinal center B-cell DLBCL; UC, uncharacterized. P values were calculated by Student t test. E) FACS analysis of plasma membrane PD-L1 expression in primary human B-cell stimulated as indicated for 24h. F) Mean ± SEM normalized median fluorescence intensity (MFI) of plasma membrane PD-L1 expression in primary human B-cells stimulated for 24h, as in (E), or in Burkitt lymphoma Mutu I or MCD DLBCL OCI-LY10 and TMD8 cells with CD79B/MYD88 gain-of-function mutations from n=3 replicates. P values were calculated by Student t test. G) Confocal microscopy analysis of PD-L1 (red) expression in non-permeabilized (- Triton-X100) or permeabilized (+ Triton-X100) primary B-cells stimulated for 24 hours as indicated. Scale bar, 20mM. H) FACS analysis of plasma membrane PD-L1 expression in OCI-LY10 or TMD8 incubated with DMSO or ibrutinib for 48h. Representative of n=2 replicates. I) FACS analysis of plasma membrane PD-L1 expression in primary-B-cells stimulated by aIgm/CpG for 24h, as indicated, and also treated with DMSO, 100nM piericidin A (PierA) or 10nM oligomycinA for 1 hour before stimulation and then cultured in unsuplemented media or media with 10mM pyruvate/1mM lactate or 1mM pyruvate/10mM lactate. Representative of n=3 replicates.

**Figure 4:**
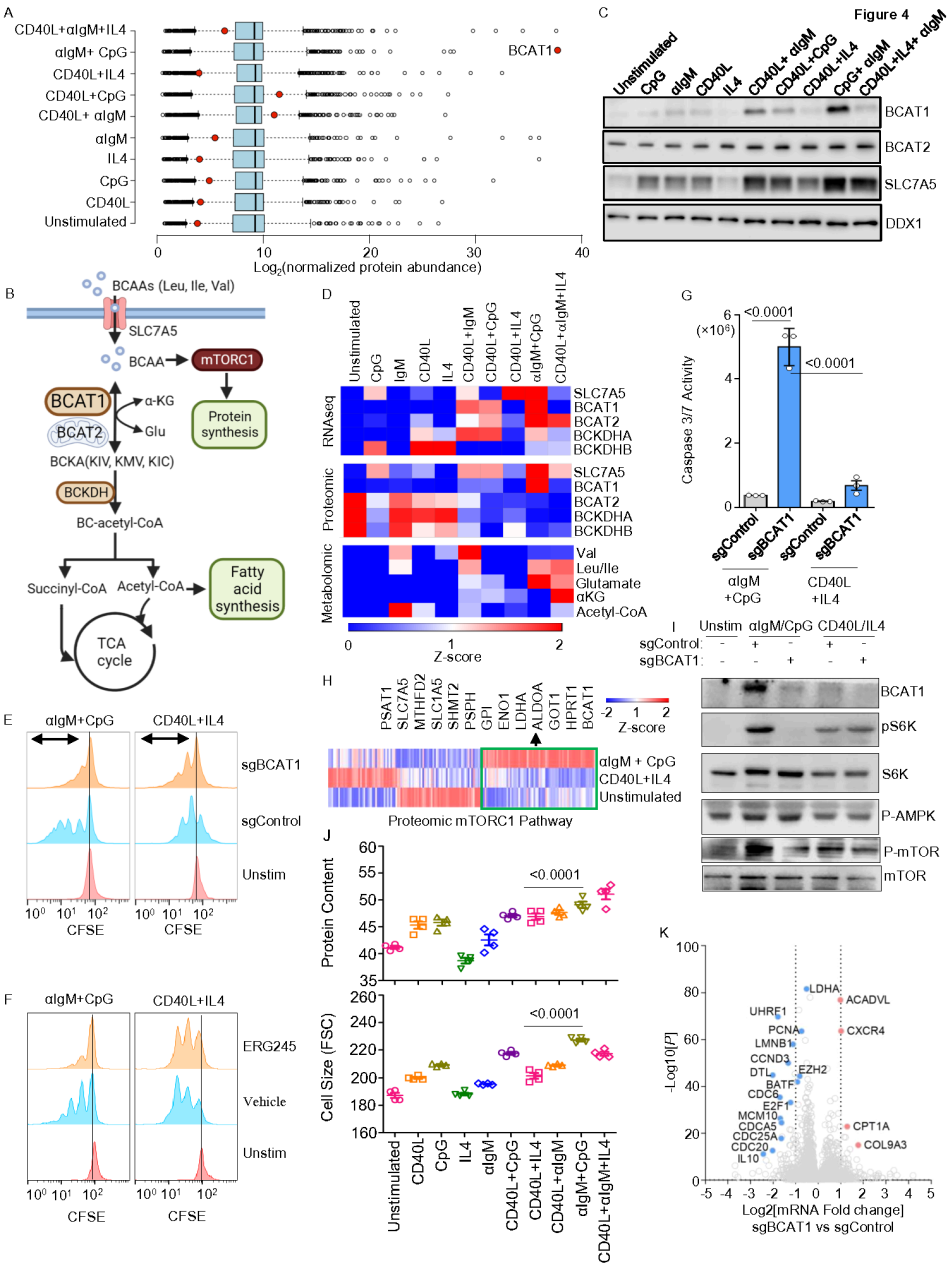
BCR/TLR9 co-stimulation highly induces BCAT1, which is essential for aIgM/CpG but not CD40/IL4-driven primary B-cell mTORC1 activation, growth and survival. See also Fig. S5. A) Boxplot of Log2 normalized protein abundances from proteomic analysis of primary B-cells stimulated for 24h, as indicated. BCAT1 protein levels are highlighted by red circles. B) Branched chain amino acid (BCAA) metabolism schematic. Cytosolic BCAT1 and mitochondrial BCAT2 catalyze the reversible transamination of branched chain keto acids (BCKA) and BCAA. C) Immunoblot of BCAT1, BCAT2, SLC7A5 and load control DDX1 from whole cell lysates (WCL) of B-cells stimulated for 24h, as indicated. D) Heatmap analysis of key BCAA pathway RNA, protein and metabolite Z-scores in primary B-cells stimulated as indicated for 24h. E) Carboxyfluorescein succinimidyl ester (CFSE) analysis of primary B-cells that were untreated or electroporated with Cas9 ribonucleoprotein complexes loaded with control (sgControl) or BCAT1 targeting sgRNA (sgBCAT1) and then stimulated for 5 days, as indicated. Representative of n = 3 replicates. F) CFSE analysis of primary B-cells treated with vehicle or BCAT1 inhibitor ERG-245 (100 mM) and stimulated as indicated. Representative of n = 3 replicates. G) Mean ± caspase 3/7 activity of primary-B-cells electroporated with the indicated Cas9 RNPs and then stimulated as indicated for 48 hours. P values were calculated by Student t test. H) Heatmap analysis of selected mTORC1 pathway target gene Z-scores, shown in vertical colums, in primary B-cells stimulated for 24h as shown. Selected metabolic enzymes upregulated by αIgM + CpG, but not by CD40L+IL4 stimulation are highlighted. I) Immunoblots of WCL from primary-B-cells expressing the indicated Cas9 RNPs and stimulated as indicated for 24h. Representative of n = 3 replicates. J) FACS analysis of total protein content (top) and forward side scatter (FSC) cell size (bottom) in primary B-cells stimulated for 24h as indicated and labeled with eBioscience efluor 670 (5μM). MFI ± SEM from biological quadruplicate replicates are shown. K) Volcano plot visualization of -Log10 (p-value statistical significance) vs Log2 (fold-change mRNA abundance) from RNAseq of primary B-cells electroporated with Cas9 RNPs loaded with control or BCAT1 sgRNAs and stimulated by αIgM+CpG for 24h, from n=3 datasets. P values were calculated by multiple t tests using Holm-Sidak method.

**Figure 5:**
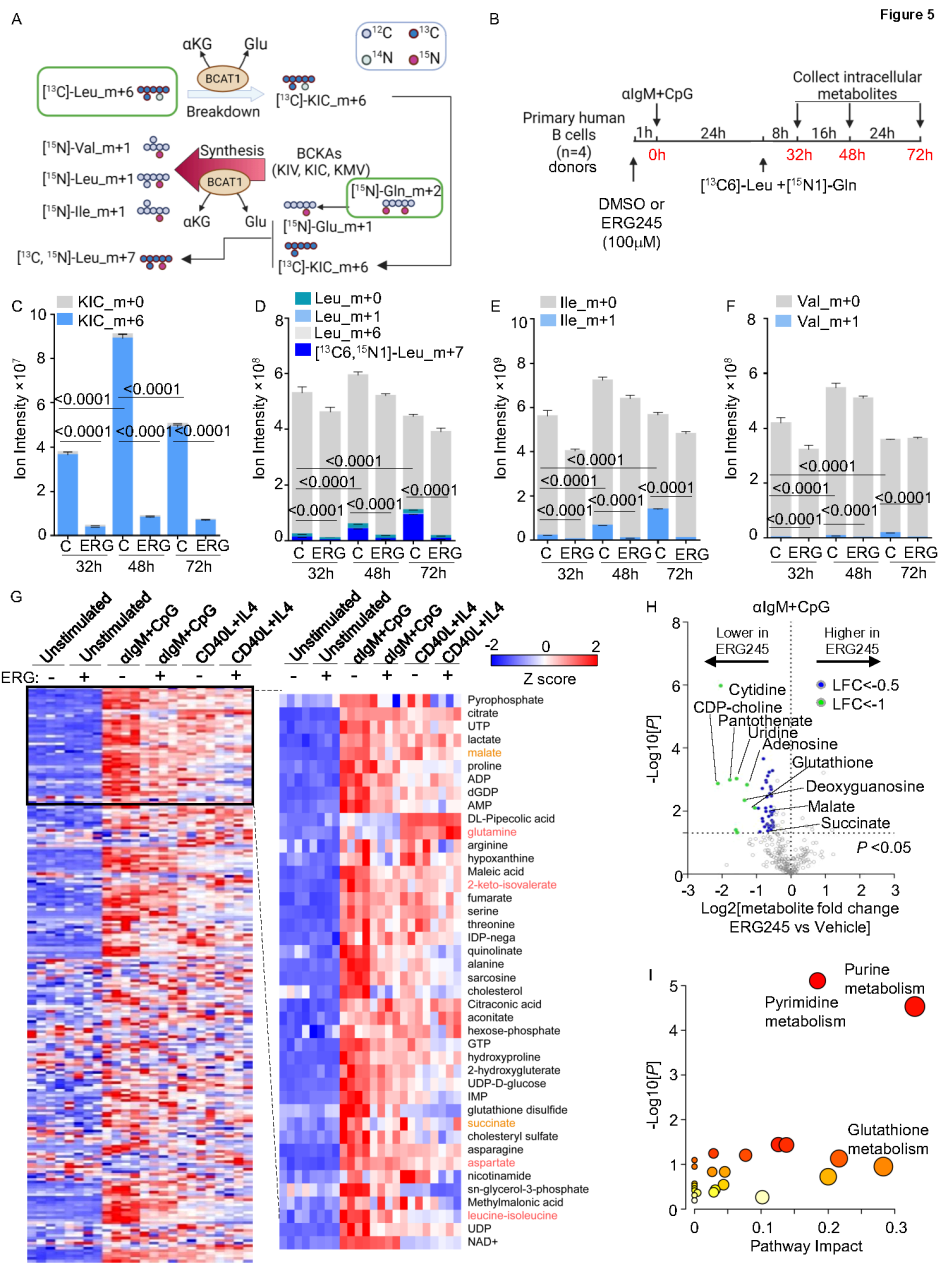
BCR/TLR9 Stimulation drives BCAA synthesis in human primary B-cells, related to Figure S6. A) Isotope tracing schematic. [^13^C]-L-Leucine_m+6 was used to trace BCAT1 BCAA catabolism to a-keto-isocaproic acid (KIC), while [^15^N]-Glutamine_m+2 was used to monitor BCAT1 BCAA biosynthesis from KIC, a-keto-isovaleric acid (KIV) or a-keto b-methylvaleric acid (KMV). Gln, glutamine. Glu, glutamate. B) Isotope tracing experimental design. Primary B-cells from n=4 donors were pre-treated with vehicle or ERG245(100μM) for 1h and then stimulated by αIgM+CpG for 24 hours in the presence of vehicle or ERG245. Cells were washed with PBS three times and resuspended in glutamine/leucine free media supplemented with 381mM ^13^C6-leucine and 2.054mM ^15^N2-glutamine + 10% dialyzed FBS. ERG245(100μM) and αIgM+CpG stimulants were also refreshed at this time point. Intracellular metabolites were profiled at 8, 24 and 48 hours later. C) Ion intensities of m+6 labeled and unlabeled KIC at the indicated times in cells treated with vehicle control (C) or ERG245. D) Ion intensities of labeled and unlabeled leucine (Leu) at the indicated times in cells treated with vehicle control (C) or ERG245. E) Ion intensities of labeled and unlabeled isoleucine (Ile) at the indicated times in cells treated with vehicle control (C) or ERG245. F) Ion intensities of labeled and unlabeled valine (Val) at the indicated times in cells treated with vehicle control (C) or ERG245. G) Heatmap analysis of metabolite Z-scores in primary B-cells treated with vehicle or ERG245 (100μM) and stimulated as indicated for 24h. H) Volcano plot visualization of -Log10 (p-value statistical significance) and Log2 (fold-change metabolites abundance) from metabolomic analysis of ERG245 vs vehicle treated primary B-cells stimulated by αIgM+CpG for 24h, from n=4 replicates. I) MetaboAnalyst Pathway enrichment analysis of metabolites diminished by ERG245 treatment in αIgM+CpG stimulated B cells at 24h.

**Figure 6:**
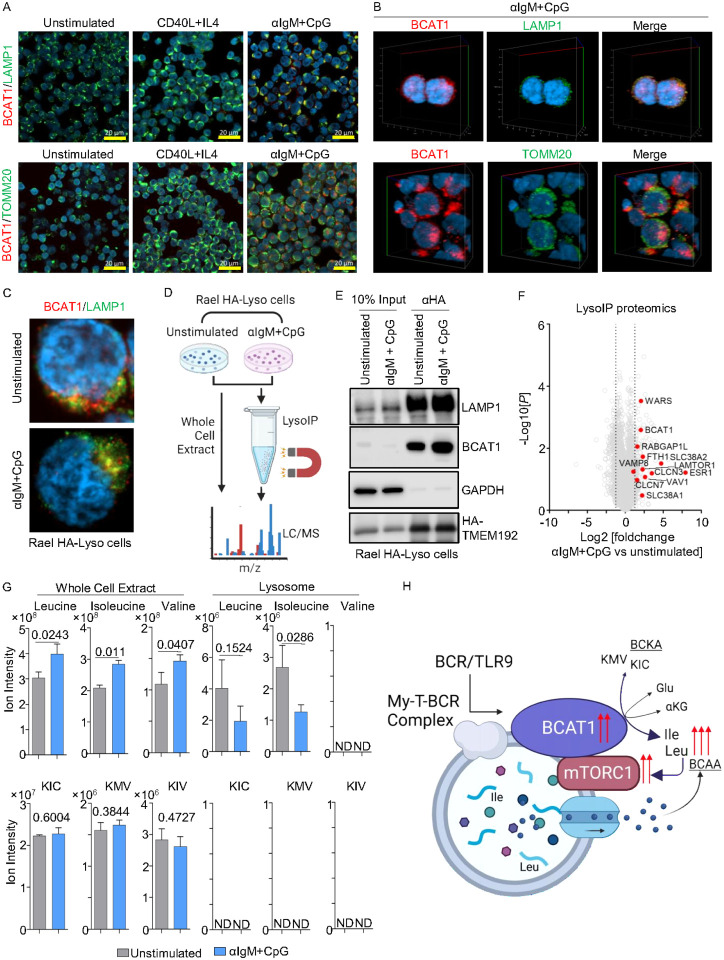
BCR/TLR9 but not CD40/IL4 co-stimulation targets BCAT1 to remodeled lysosomes, related to Figure S7. A) Confocal microscopy analysis of BCAT1 (red) co-localization with the lysosomal LAMP1 (top, green) or mitochondrial TOMM20 (bottom, green) markers in primary B-cells stimulated for 24h as indicated. B) 3D Z stack reconstruction of BCAT1, LAMP1 (top) or TOMM20 (bottom) in primary B-cells stimulated by αIgM+CpG for 24h. C) Confocal analysis of BCAT1 and LAMP1 co-localization in Rael TMEM192-HA+ B-cells (HA-Lyso cells) stimulated by αIgM+CpG for 24h, as indicated. D) Lyso-IP proteomic analysis workflow. E) Immunoblot of WCL or anti-HA immunopurified lysosomes from Rael Lyso cells stimulated as in (D). F) Volcano plot of -Log10 (p-value) vs Log2 (fold-change) of tandem-mass-tag protein abundances in immunopurified lysosomes from Rael Lyso-IP cells as in (D). G) Normalized BCAAs and BCKA ion intensities in whole cell vs lysosomes immunopurified from Rael Lyso-IP cells as in (D). H) Schematic of BCAT1 lysosomal targeting and BCAA production to support mTORC1 hyperactivation.

**Figure 7:**
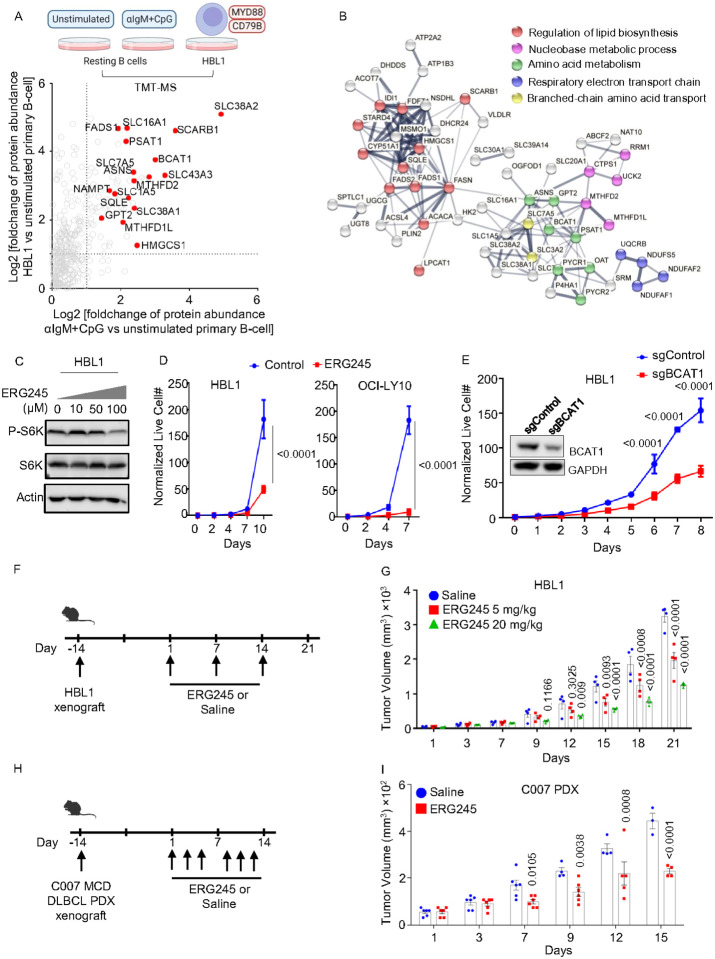
BCAT1 is highly expressed in BCR/TLR9 driven MCD DLBCL, where it supports B-cell proliferation in vitro and *in vivo*, related to Figure S7. A) Volcano plot comparing tandem-mass-tag proteomic log2(foldchange) of whole cell protein abundances in HBL1 DLBCL vs unstimulated primary B-cell (y-axis) vs 24h αIgM+CpG stimulated vs unstimulated primary B cell (x-axis). Proteins from a curated metabolic gene set are shown^34^. From n=3 proteomics dataset. B) String analysis of protein-protein interactions amongst factors upregulated in both αIgM+CpG stimulated and HBL1 (fold change >2) relative to unstimulated primary B-cells. C) Growth curve analysis of vehicle or 100μM ERG245 treated HBL1 (left) or OCI-LY10 MCD DLBCL cells. Mean ± SD values from n=3 replicates. D) Immunoblots of WCL from HBL1 cells treating with the vehicle, 10, 50, and 100μM ERG-245 as indicated for 24h. E) Growth curve analysis of Cas9+ HBL1 cells expressing control or BCAT1 sgRNAs. Mean ± SD values from n=3 replicates. F) Schematic of HBL1 MCD DLBCL mouse xenograft experiments. HBL1 tumors were implanted in mouse flanks two weeks prior to administration of vehicle vs 5mg/kg or 20mg/kg ERG245. G) Mean ± SEM HBL1 tumor volumes in mice treated as indicated. H) Schematic of C007 MCD DLBCL patient derived xenograft (PDX) experiments. Tumors were implanted in mouse flanks two weeks prior to administration of vehicle vs 20mg/kg ERG245. I) Mean ± SEM C007 PDX tumor volumes in mice treated as indicated.

## Data Availability

All RNA-seq datasets have been deposited to the NIH GEO omnibus. The accession number for the RNA-seq dataset reported in this paper is GSE232769. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD016961. The deposited dataset will be released upon acceptance. All plasmids and cell lines generated in this study will be made available on request.

How the deposited data were processed for this re-analysis (not part of the article)

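RNA sequencing libraries of primary human B-cells from 2 experiments were analyzed, 30 libraries of 10 conditions with 3 replicates each after 24 h of stimulation, and 6 libraries of αIgM+CpG-stimulated cells, 3 with a BCAT1 knockout and 3 controls. Reads of poly(A)-selected RNA were aligned by the authors to GRCh37 with STAR 2.5.2b and counted per gene with featureCounts 1.5.1, and the authors' own tests used DESeq2 1.14.1.

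For the 10 conditions, the deposited values are a signal per gene, normalized counts already scaled between libraries, with no log taken. Whole reads divided by 1 factor per library would give whole multiples of 1 step. Only 51.4% to 63.3% of the low values per library were such multiples, so how the values were made is not known here. A median-of-ratios factor computed again on them lay between 1.01 and 1.02 in each library. For the knockout, the deposited values are raw counts of reads per gene, with no scaling by the authors. Gene positions in the knockout and stimulation files differ from those of GRCh37 for 58008 of 58411 gene identifiers found there, so positions given in the text come from a GRCh37 annotation and the values were joined by identifier.

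Analyses ran in R 4.3.3. Raw counts for the 10 conditions had been assumed when the tests were chosen, with edgeR as the tool. Since the deposited values are normalized, these conditions were compared with limma 3.58.1 on log2(value + 1), with a trend of the variance on the mean, for each pair of conditions by itself and for genes with a summed value of at least 5. The knockout counts were compared with edgeR 4.0.16, with TMM normalization and quasi-likelihood F tests, for genes with a summed count of at least 5. P values were adjusted by the Benjamini-Hochberg method over the genes tested. DEGs were counted at an unadjusted p under 0.01 and a fold change over 2 for the stimuli, and under 0.05 and over 2 for the knockout. Single genes were called at an adjusted p under 0.05 with limma or edgeR. Gene lists, 49 in all, were drawn from general knowledge after the paper had been read, so their choice may not be independent of its results. They were tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the 49 lists of a comparison. Members were counted after adjustment over all genes and over the list alone. The log2 CPM behind the knockout lists used a prior count of 2. Departures from the sum of 2 stimuli's log2 fold changes were tested as limma interactions in 4 conditions at a time. Principal components used log2(value + 2) of the 500 genes with the largest variance. SD is between 3 replicates, and SE is that of the fitted log2 fold change. For medians of the interferon list, SE comes from resampling the genes of the list.

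The tests, thresholds, gene lists, alternatives and the rule for naming genes were fixed before the data were examined, apart from limma for the 10 conditions and from the tests and alternatives named elsewhere as chosen later. Genes named in the text are every gene the paper names for a comparison, the 10 with the largest log2 fold change in each direction of a main comparison among those past an adjusted p of 0.05 with a mean of at least 3 on the log2 CPM scale and no overlap between the groups, and up to 4 members per list with the largest change. Y-linked genes, XIST, HLA genes, immunoglobulin and T-cell receptor segments and unnamed clones were left out of the names. The gene lists include markers of other cell types.

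Library totals of the normalized counts lay between 9845683 and 13458768. The knockout libraries held 10805923 to 14044813 counts. Between replicate pairs of the knockout experiment, the chi-square statistic per degree of freedom was between 1.58 and 2.03. Each test was tested on simulated data with 200 changed genes. At 1.25, 1.5, 2 and 4-fold, edgeR called 54%, 84%, 98% and 100% of the changed genes of the knockout design, with 15% of its calls false, and DESeq2 1.42.0 called 44%, 72%, 92% and 100%, with 4.9% false. With limma the shares were 4%, 32%, 64% and 92%, with 8.6% false, and for interactions 0%, 24%, 54% and 80%, with 8.1% false. The shares called and false depend on how many genes change. Far more than 200 genes passed in the data, so the shares may differ there. The simulated list that changed was called by camera, and 0 of 48 unchanged lists were. The simulated genes were drawn independently of each other, so this does not test the preset correlation.

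Alternatives were another filter or none, other scalings, DESeq2 in place of edgeR for the knockout, other thresholds, a model of all 10 conditions together, the replicate number as a block, leaving out each replicate, other gene numbers for the principal components and an estimated correlation in camera. Supplementary tables of the paper, raw reads, splicing and immunoglobulin genes were not analyzed here.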

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

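The tests of a smaller αIgM+CpG response in the knockout, of the scatter around the sum of both stimuli, of the scaling between libraries, of plasmacytoid dendritic cells and of a response to CD40L or CpG were chosen only after the results they test were seen.

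Fold changes after BCAT1 knockout ran opposite to the response of unedited cells to αIgM+CpG, a relation over all well-expressed genes that the paper's text does not describe. Over 9463 genes Spearman's rho was -0.68 (bootstrap SD 0.007), and of 3856 genes called in both comparisons 3515 went in opposite directions (91.2%), among them BATF and CCND2, lower in the knockout, and CXCR4, higher. The tables argue against GC content and transcript length (rho -0.68 once their trends were removed, over 9432 genes), against mean expression (rho -0.61 in the fifth of genes where it was weakest) and against cell cycle genes alone (rho -0.67 over 9110 genes without the cell cycle lists and without genes changed over 1.5-fold). Of the 9 stimuli αIgM+CpG had the most negative rho, and CpG alone was nearest (-0.6, a gap of 0.08), but CpG is part of αIgM+CpG, so a smaller response to αIgM+CpG and a weaker activation in general cannot be told apart. A difference in culture or editing between the groups and the knockout itself also stay open, since these were not tested. Of the 9 other splits of the 6 knockout libraries the most negative rho was -0.57. Each of them has unequal numbers of knockout libraries on its sides, so part of the knockout difference may remain. These splits therefore do not show what rho the scatter between replicates alone would give.

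Interferon-stimulated genes were lower in stimulated than in unstimulated cells, a signal that the paper's text does not describe for these genes as a list, with a median log2 fold change of -1.67 (SE 0.36) with CD40L+IL4, 24 of 34 genes lower and 3 higher by limma, and of -1.08 (SE 0.21) with αIgM+CpG. Scaling between libraries moves all genes alike and does not account for it, since with αIgM+CpG the list lay below the median of all genes (-1.08 and -0.21 as deposited, a difference of -0.91 with equal library totals). A loss of plasmacytoid dendritic cells, or of interferon from them, predicts a fall with IL4 alone. There the markers of these cells had a median of -1.16. The interferon list had -0.16 (SE 0.11), which meets the limit of that test by 0.03 only. The SEs of the list's medians come from resampling its genes as if independent and hold no spread between replicates. That test therefore decides little. The paper's cells were enriched for B-cells by negative selection, which limits other cells, and the markers went apart with αIgM+CpG, where LILRA4 had a log2 fold change of 2.30 and IL3RA -4.82. A response to CD40L or CpG needs a fall in each of the 7 conditions that hold either, the highest of whose medians was -0.67 (-0.07 with αIgM alone), and stays a hypothesis found and tested on the same data, since interferon was not measured.

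The response to CpG differed with αIgM in 1523 genes by limma, 514 above and 1009 below the sum of both log2 fold changes, out of 25519 tested (4496 at an unadjusted p under 0.05). The response to IL4 differed with CD40L in 1275 genes, 571 above and 704 below the sum. Of 100 groupings of the 12 libraries, the real one included, 2 gave as many genes for αIgM and CpG and 1 for CD40L and IL4, with 5564 and 70 as the highest of the others. These groupings mix stimuli, and all 99 others had a larger residual SD than the real one, so they decide little about an interaction. The count of 5564 points to a structure of the samples, since that grouping's interaction had a correlation of 0.67 with the CpG stimulus and 0 with the real interaction. With the residuals around the sum of both stimuli put in another order, only the real one of 100 orders gave as many genes in each case. The highest of the others were 9 and 2. Any interaction stays in those residuals and widens the scatter of every other order, so the gap to these low counts says little. Without an interaction, the real order would rank like any other. Only its rank therefore argues against chance for the count of genes, without excluding it. A share of 1 in 100 is the lowest these orders can give.

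CD86 stood above the sum of the CD40L and IL4 log2 fold changes by 1.52 (SE 0.15, adjusted p = 4.99e-05, limma interaction) and below that of αIgM and CpG by -1.49 (SE 0.18, adjusted p = 0.000191), a difference between stimuli. SLC7A5 stood above the sum for αIgM and CpG by 0.81. PRDM1 did so by 1.77 (adjusted p = 0.0407, limma interaction).

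DNA replication genes and E2F targets were higher with αIgM+CpG than with CD40L+IL4 in 42 of 50 genes (43 adjusted over the list alone) at a median of 1.48 (camera, adjusted p = 4.44e-20), a signal the paper's text does not report for this comparison. Genes of G2-M and mitosis were higher in 36 of 43 and lower in 1 (39 and 1 adjusted over the list alone), at a median of 1.99 (camera, adjusted p = 9.12e-17). In the knockout, MYC targets of ribosome biogenesis were lower in 30 of 31 genes (31 adjusted over the list alone) at a median of -0.36 (camera, adjusted p = 1e-19). Proteasome genes were lower there in 29 of 31 (31 adjusted over the list alone) at a median of -0.26 (camera, adjusted p = 4.95e-16). The p values of these lists are with the preset correlation. With an estimated one, 51 list calls passed in place of 112 over the main comparisons.

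Splits of the libraries of 1 comparison number 10 for 3 against 3, the real one included, too few for a share under 0.05, and in each comparison 1 of the 10, the real one, had the most DEGs. Every other split mixes libraries of both groups, so a difference between the groups widens the scatter there. Low counts in these splits therefore say little about chance. The real count and the highest of the others were 1113 and 91 for αIgM, 4128 and 66 for CpG, 5020 and 63 for CD40L, 1146 and 90 for IL4, 5222 and 72 for CD40L+αIgM, 5819 and 60 for CD40L+IL4, 5888 and 55 for CD40L+CpG, 6790 and 51 for CD40L+αIgM+IL4, 6186 and 55 for αIgM+CpG, 1971 and 104 for αIgM+CpG against CD40L+IL4, and 708 and 321 for the knockout. For the 2903 DEGs shared by all 5 combinations, 2 of 100 groupings of the 18 libraries gave as many, the real one included, with 3050 as the highest of the others. That grouping kept the 3 unstimulated libraries together, and the highest without this had 44, so the groupings test a difference between unstimulated and stimulated cells and not the overlap of the 5 lists.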

How the results depend on the processing

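Alternatives chosen only after the result was seen are the pseudocounts of 0.25, 5 and 50, TMM scaling of the deposited normalized counts, no log transformation, equal library totals for the principal components, no filter for the gene lists and leaving out libraries from the principal components.

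Over 12 settings, 855 single-gene results were recomputed 12391 times, with 12093 calls the same, 285 lost, 13 gained and 0 with a reversed direction. For the results below, the cause of a change was not tested unless stated.

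With an estimated correlation in camera, 51 list calls passed in place of 112 over the 4 main comparisons. Adjusted p became 0.057 for MYC targets of ribosome biogenesis, 0.176 for ETC complex II, 0.0815 for complex III, 0.0556 for complex IV, 0.0706 for complex V, 0.0815 for fatty acid oxidation and 0.0562 for purine synthesis in αIgM+CpG against CD40L+IL4, and 0.0508 for G2-M genes in the knockout. Complex II also did not pass with edgeR's filterByExpr (0.07), with TMM scaling (0.0605), or without any 1 of the 6 libraries (0.0511 to 0.1). Leaving out 1 library of every group in turn gave 104 to 107 list calls.

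In the knockout, DEGs higher and lower numbered 145 and 114 with filterByExpr, which tests fewer genes, 177 and 134 with DESeq2's Wald test, 13 and 27 with DESeq2's betaPrior, which shrinks fold changes, 160 and 139 at p under 0.01, and 174 and 148 at an adjusted p under 0.05 and a fold change over 2. At an adjusted p under 0.05 alone they were 2311 and 2882, which drops the limit on the fold change. Leaving out 1 library gave 380 to 448 and 248 to 304.

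Scaled to total library size alone, DEGs over unstimulated cells were 1481 higher for CD40L, 4214 lower for CD40L+αIgM, 1663 higher for CD40L+IL4, 1674 higher for CD40L+CpG, and 1988 higher and 5644 lower for CD40L+αIgM+IL4. Which of higher and lower DEGs were more numerous turned for αIgM with total library size (496 and 597) and at p under 0.05 and a fold change over 2 (926 and 1003), for IL4 at those thresholds (893 and 908), for CpG and the knockout at an adjusted p alone, for the knockout with betaPrior, and for CD40L+αIgM+IL4 with TMM scaling (3499 and 3332). For αIgM+CpG against CD40L+IL4 it turned with filterByExpr (840 and 839), total library size (1000 and 964), the replicate block, an adjusted p alone and without any 1 library of CD40L+IL4. For CD40L+αIgM and for αIgM+CpG it turned without any 1 of the unstimulated libraries. By construction, scaling to total library size moves all genes of a library alike, and the median log2 fold change of all genes moved to between -0.11 and -0.524 for the stimuli over unstimulated cells (-0.028 for IL4), to 0.037 for αIgM+CpG against CD40L+IL4 and to 0.094 in the knockout. Without a limit on the fold change, at an adjusted p under 0.05, the genes higher and lower were 2423 and 1537 for αIgM, 4536 and 4438 for CpG, 4895 and 5217 for CD40L, 1407 and 1286 for IL4, 5047 and 5305 for CD40L+αIgM, 5201 and 5407 for CD40L+IL4, 5514 and 6051 for CD40L+CpG, 5932 and 6171 for CD40L+αIgM+IL4, 5336 and 5725 for αIgM+CpG, and 2903 and 2233 for αIgM+CpG against CD40L+IL4. The shared DEGs then numbered 6771. Leaving out 1 unstimulated library gave 2560 to 2616 shared DEGs, and leaving out 1 library gave 1241 to 1348 genes with an interaction of αIgM and CpG and 1018 to 1184 with one of CD40L and IL4. Without 1 replicate of every group, 55 to 56 of 56 statements on named genes held.

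The first principal component held 39.8% of the variance with 2000 genes, 40.2% with the genes kept by filterByExpr, 41.6% with DESeq2's size factors, 41.3% with TMM scaling, 44.4% with equal library totals, 26.2% and 54.9% with pseudocounts of 0.25 and 50, 72.2% without a log transformation, and 38.3% to 43.5% without 1 library.

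Replicate numbers do not pair the samples. Over 10998 genes, correlations between libraries of the same number were -0.12 to 0.13 for the stimuli, and in 0 of 45 pairs of conditions were all above 0.1. Of the 30 libraries, 4 correlated best with their own number. In the knockout the correlations were -0.2, -0.04 and 0.02 over 10549 genes, and 0 of 6 libraries correlated best with their own number. With the number as a block, complex II had an adjusted p of 0.072, the knockout 327 and 236 DEGs, the shared DEGs were 2768, and 108 list calls passed. Apart from complex II, single genes and the turned count above, the block moved no result reported here by over 1.5 times or across its threshold.

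For the 10 conditions, edgeR itself, DESeq2's Wald test, DESeq2 with betaPrior and a variance-stabilizing transformation were not run, since they need raw counts. Depth and 3 replicates limit small changes, and on simulated data limma called 32% of the genes changed 1.5-fold.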

Differences from the paper's values

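Tests chosen only after the result was seen are the principal components without a log transformation, with other pseudocounts, with TMM scaling and with equal library totals.

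The paper gives 1077 DEGs shared by all 5 combinations and 2903 were found here, at the thresholds of the legend of Fig. 1F. None of the alternatives set before the data were examined and run here came within 1.5 times of the paper's count. DESeq2, the tool the paper names, was not run on these libraries, since it needs raw counts. For the knockout, the paper gives 145 genes higher and 101 lower, against 425 and 283 at the thresholds of the methods. Alternatives within 1.5 times of the paper's counts were filterByExpr (145 and 114), DESeq2's Wald test (177 and 134), p under 0.01 and a fold change over 2 (160 and 139), and an adjusted p under 0.05 and a fold change over 2 (174 and 148). No filter, DESeq2's size factors, total library size, the replicate block, DESeq2's betaPrior, an adjusted p alone and leaving out any 1 library were not.

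Numbers of DEGs lower than in unstimulated cells differ throughout. They are about 1200 for CD40L in Fig. 1F, read by eye, against 2779 here, about 940 for CpG in Fig. 1F, read by eye, against 2240, about 120 for αIgM in Fig. 1F, read by eye, against 480, and about 170 for IL4 in Fig. 1F, read by eye, against 514. For the combinations they are about 1100 for CD40L+CpG in Fig. 1F, read by eye, against 3291, about 1200 for CD40L+IL4 in Fig. 1F, read by eye, against 3177, about 1400 for CD40L+αIgM in Fig. 1F, read by eye, against 2804, about 1400 for αIgM+CpG in Fig. 1F, read by eye, against 3301, and about 1500 for CD40L+αIgM+IL4 in Fig. 1F, read by eye, against 3600. Of the alternatives set before the data were examined, none of those run closed any of these, and edgeR and DESeq2 were not run. IL4 gave about 410 higher DEGs in Fig. 1F, read by eye, and 632 here. There the filterByExpr filter (530), the replicate block (581), an adjusted p under 0.05 and a fold change over 2 (574) and leaving out any 1 library (571 to 604) came within 1.5 times, while no filter, DESeq2's size factors, total library size, 1 model of all 10 groups, p under 0.05 and a fold change over 2, and an adjusted p alone did not.

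The first principal component holds about 71% of the variance in Fig. 1C, read by eye, and 41.5% here, and the second about 12% in Fig. 1C, read by eye, and 18.7% here. For the first, none of the alternatives set before the data were examined and run here came within 1.5 times. A variance-stabilizing transformation was not run. For the second, 2000 genes (15.5%) and the genes kept by filterByExpr (12.2%) did, and DESeq2's size factors did not. Without a log transformation, chosen after seeing the values, the shares were 72.2% and 12%. The other 16 of the 31 values compared, among them the CD274 fold change, the CD274 levels and most counts of higher DEGs, did not differ.

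The paper states that hypoxia genes were upregulated in CD40L+IL4-stimulated cells. The hypoxia response list tested here, which is not the paper's gene set, had 6 genes higher with αIgM+CpG and 4 lower and did not pass, although EGLN3 and P4HA2 were higher with CD40L+IL4. It states stronger induction of mTORC1 signaling by αIgM+CpG, where the mTORC1-responsive list, also not the paper's gene set, did not pass against CD40L+IL4, with 26 genes higher and 19 lower. Over unstimulated cells its median was 2.13 with αIgM+CpG and 1.74 with CD40L+IL4, and SLC7A5 and BCAT1 of that list were higher with αIgM+CpG. The paper rests its statement also on protein levels and on higher phosphorylation of S6K and S6, which RNA does not measure. It states stronger interferon γ signaling with CD40L+IL4, whereas of 33 interferon-stimulated genes, again not the paper's gene set, 16 were higher with αIgM+CpG and 3 lower, GBP2 among the higher ones.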

Other observations

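The counts of gene list members among the departures from a sum are tests chosen only after the result, the number of such genes, was seen.

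Genes of the unfolded protein response were lower with αIgM+CpG than with CD40L+IL4 in 14 of 17 cases and higher in 2 (15 and 2 adjusted over the list alone; camera, adjusted p = 2.11e-05, and 0.0524 with an estimated correlation). SEL1L, which hands misfolded proteins to degradation, had a log2 fold change of -1.21 from limma, the chaperone HYOU1 -1.20 and DNAJB9 -1.02. Among cell cycle genes, the kinesin KIF2C was higher by 3.59, the cyclin-dependent kinase CDK1 by 3.55 and the transcription factor MYBL2 by 3.32. Where αIgM and CpG were combined, 21 of 24 cholesterol synthesis genes stood below the sum of the single log2 fold changes (median departure -1.21), as did 46 of 76 cytosolic ribosomal proteins (-0.21) and 10 of 22 costimulation and checkpoint ligands (-0.67, 1 above), by limma interactions. Where CD40L and IL4 were combined, 9 of 11 targets of IL4 and STAT6 stood below the sum (-1.12, 1 above), 7 of 17 genes of the unfolded protein response above it (0.3), and 9 of 17 immediate early genes above it (0.59, 2 below).

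In BCAT1 KO cells, mTORC1-responsive genes were lower in 31 of 58 cases and higher in 13 (31 and 14 adjusted over the list alone; camera, adjusted p = 0.00019, and 0.245 with an estimated correlation). The transferrin receptor TFRC fell by a log2 fold change of -0.88 (SE 0.03, adjusted p = 3.9e-13) from edgeR and the helicase subunit MCM4 by -1.05 (SE 0.04, adjusted p = 8.37e-12). Purine synthesis genes were lower in 14 of 14 (14 adjusted over the list alone; camera, adjusted p = 1.77e-08, and 0.112 with an estimated correlation), with PAICS at -0.51 and PPAT, the first step of the pathway, at -0.43. Subunits of ETC complex V were lower in 14 of 15 (14 adjusted over the list alone; camera, adjusted p = 1.74e-06, and 0.0508 with an estimated correlation), with ATP5F1B at -0.36. Costimulation and checkpoint ligands were higher in 12 of 22 and lower in 3 (12 and 3 adjusted over the list alone; camera, adjusted p = 0.0071, and 0.139 with an estimated correlation), with the T-cell checkpoint ligand VSIR at 1.29, CD70 at 0.73 and TNFSF9, the ligand of 4-1BB, at 0.76.

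Some genes that the paper follows as proteins or at other times have RNA values here at 24 h. BCL2L1 stood at 6137 ± 146 normalized counts with CD40L+IL4 and 1161 ± 76.7 with αIgM+CpG (SD, n = 3), and CFLAR at 16860 ± 450 and 4788 ± 89.2, with log2 fold changes of αIgM+CpG against CD40L+IL4 of -2.40 (SE 0.06, adjusted p = 2.04e-07) and -1.82 (SE 0.03, adjusted p = 4.76e-08) from limma. BCKDHA and BCKDHB, subunits of the branched chain keto acid dehydrogenase, had log2 fold changes of -0.15 (SE 0.13, adjusted p = 0.381) and 0.33 (SE 0.14, adjusted p = 0.0966) over unstimulated cells with αIgM+CpG. With equal library totals BCKDHA was lower (-0.49, adjusted p = 0.017), and without 1 αIgM+CpG library BCKDHB was higher (0.44, adjusted p = 0.0336). For IL10, αIgM+CpG gave 98.5 ± 4.80 and CD40L+IL4 142 ± 70.4, a log2 fold change of -0.37 (SE 0.39, adjusted p = 0.571), and of -0.87 (adjusted p = 0.0126) without replicate 3 of CD40L+IL4.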
